# The transcriptome analysis of the *Arabidopsis thaliana* in response to the *Vibrio vulnificus* by RNA-sequencing

**DOI:** 10.1371/journal.pone.0225976

**Published:** 2019-12-16

**Authors:** Yong-Soon Park, Seon-Kyu Kim, Seon-Young Kim, Kyung Mo Kim, Choong-Min Ryu

## Abstract

Because of the recent increase in the demand for fresh produce, contamination of raw food products has become an issue. Foodborne diseases are frequently caused by the infection of leguminous plants by human bacterial pathogens. Moreover, contamination by *Vibrio cholerae*, closely related with *Vibrio vulnificus*, has been reported in plants and vegetables. Here, we investigated the possibility of *Vibrio vulnificus* 96-11-17M, an opportunistic human pathogen, to infect and colonize *Arabidopsis thaliana* plants, resulting in typical disease symptoms at 5 and 7 days post-inoculation *in vitro* and *in planta* under artificial and favorable conditions, respectively. RNA-Seq analysis revealed 5,360, 4,204, 4,916 and 3,741 differentially expressed genes (DEGs) at 12, 24, 48 and 72 h post-inoculation, respectively, compared with the 0 h time point. Gene Ontology analysis revealed that these DEGs act in pathways responsive to chemical and hormone stimuli and plant defense. The expression of genes involved in salicylic acid (SA)-, jasmonic acid (JA)- and ethylene (ET)-dependent pathways was altered following *V*. *vulnificus* inoculation. Genetic analyses of *Arabidopsis* mutant lines verified that common pathogen-associated molecular pattern (PAMP) receptors perceive the *V*. *vulnificus* infection, thus activating JA and ET signaling pathways. Our data indicate that the human bacterial pathogen *V*. *vulnificus* 96-11-17M modulates defense-related genes and host defense machinery in *Arabidopsis thaliana* under favorable conditions.

## Introduction

Over the past few decades, the availability of fresh foods for optimum human health has received considerable attention. Although suppliers have put tremendous effort into reducing the contamination of fresh foods, the number of cases related to contaminated food products has been increasing [1,2]. Contamination of raw food products is mainly caused by bacteria, viruses and parasites. Bacteria are prokaryotic microorganisms that inhabit and adapt to soil, water and acidic hot springs and function as symbionts or pathogens in animals and plants [1]. Human bacterial pathogens including *Salmonella* [3] and *Escherichia coli* O157 contaminate fresh fruits and vegetables [4]. Between 2000 and 2008, a number of cases of foodborne diseases caused by *Salmonella* spp. and norovirus were reported in the US, and *Salmonella* has been ranked as the major bacterial pathogen responsible for the hospitalization and death of humans [5]. In addition to the direct impact on human health, these pathogens also cause substantial economic losses, as contaminated produce has to be recalled by the supplier. For example, the recall of contaminated spinach resulted in the loss of $350 million in the USA in 2006 [6].

Plants may be contaminated at any stage of growth or during post-harvest processing. Human pathogen population increases both before the harvest of plants [7,8] as well as post-harvest [7]. Sterilization and sanitation are used to eliminate the contamination of fresh produce by decreasing the population of human pathogens in plants. However, despite extensive efforts, internalized human pathogens cannot be completely eliminated from plants [9,10]. Thus, understanding the interaction between human pathogens and plants is critical for controlling the outbreak of foodborne illnesses.

To date, *V*. *vulnificus* is a Gram-negative halophilic bacterium and a lactose-positive opportunistic human pathogen [11]. *V*. *vulnificus* grows in aquatic environments worldwide, especially in warm waters in tropical and subtropical regions [12,13]. *V*. *vulnificus* has been classified into three distinct biotypes, based on its lipopolysaccharide (LPS) antigens, expression of capsule and host range [14,15]. Biotype 1 has been predominantly associated with shellfish colonization and human diseases and was initially divided into five LPS groups [16]. Biotype 2 mostly infects marine vertebrates (e.g., eels) and possesses a single type of LPS antigen known as serogroup E [17]. Biotype 3 has been relatively recently updated in Israel fish farms by wound infection with live fish [15]. Infection by *V*. *vulnificus* occurs via two main routes: 1) septicaemia resulting from the consumption of *V*. *vulnificus*-contaminated raw seafood; and 2) wound infection [18]. Recently, *V*. *vulnificus* infection has been reported to cause gastroenteritis [18].

It is known that *V*. *cholerae* shares many similarities with *V*. *vulnificus* [19]. Moreover, contamination of *V*. *cholerae* has been reported in diverse plants and vegetables for a long time [20,21,22,23]. However, despite its ability to cause severe disease, *V*. *vulnificus* has not yet been reported to cause any plant disease. This notion prompts us to test the possibility of *V*. *vulnificus* causes disease in plants and how it modulates the plant defense responses under artificial and favorable conditions. To investigate further experiments, we first identified the strains of *V*. *vulnificus* that clearly contribute to the development of pathogenicity in *Arabidopsis in vitro*. Among the tested strains, *V*. *vulnificus* 96-11-17M was selected for further analyses. Next, we examined the disease severity and pathogen population density in *Arabidopsis* plants inoculated with this strain *in planta*. To obtain molecular evidence, we performed RNA-sequencing (RNA-Seq) analysis of *Arabidopsis* plants infiltrated with *V*. *vulnificus* 96-11-17M *in planta*. The results showed that *V*. *vulnificus* 96-11-17M infection altered the transcript levels of genes involved in salicylic acid (SA)-, jasmonic acid (JA)- and ethylene (ET)-dependent pathways at the tested time points relative to time zero (control). Furthermore, several differentially expressed genes (DEGs) identified in *Arabidopsis* plants inoculated with *V*. *vulnificus* 96-11-17M significantly overlapped with those identified in *Arabidopsis* plants inoculated with *Pseudomonas syringae* pv. *maculicola* ES4326, a common plant bacterial pathogen. Taken together, our results provide that *V*. *vulnificus* modulates defense-related genes and host defense machinery in *Arabidopsis thaliana* under favorable conditions used in this study.

## Materials and methods

### Plant materials

#### In vitro

Seeds of *Arabidopsis* ecotype Col-0 were surface-sterilized with 6% sodium hypochlorite for 5 min and then washed five times with sterile distilled water. The sterilized seeds were plated on half-strength Murashige and Skoog (0.5× MS) medium supplemented with 3% sucrose and 0.6% plant agar. Seeds were germinated and incubated in a growth chamber at 24 ± 2°C under a 12 h light/12 h dark photoperiod and fluorescent light (7,000 lux light intensity) for 3 days. The germinated seeds were transferred to fresh 0.5× MS plates and incubated for 2 weeks under the same conditions for further experiments.

#### In planta

Seeds of wild-type (Col-0) and mutant (*fls2*, *efr1*, *fls2/efr1*, NahG, *sid2*, *npr1*, *jar1* and *etr1*) plants were planted in soil-less potting medium (Punong, Gyeongju, South Korea). Plants were grown at 24 ± 2°C under a 8 h light/16 h dark photoperiod and fluorescent light (7,000 lux light intensity) for 3 weeks.

### Disease severity and population *in vitro*

To perform *in vitro* assays, 2-week-old *Arabidopsis* seedlings were separately drop-inoculated with bacterial suspensions of four strains of *V*. *vulnificus* including 96-11-17M, A1402, CMCP6 and YJ016 at an optical density at 600 nm (OD_600_) of 2.0 and with *Pseudomonas syringae* pv. tomato DC3000 (positive control; OD_600_ = 1). Briefly, bacterial strains were picked from each glycerol stock at -70°C, streaked on LB agar medium containing 2% NaCl (Sigma, CA, USA) and 5 μg/ml rifampicin (Yuhan Corporation, Seoul, South Korea) and incubated at 30°C for 2 days. *P*. *syringae* pv. *tomato* DC3000 was also steaked on LB agar medium containing 5 μg/ml rifampicin and incubated at 30°C for 2 days. After incubation, colonies were scripted by plastic bar using sterilized 10% PBS (Bioneer, Daejeon, South Korea). The 10% PBS buffer contained NaCl (13.7 mM), KCl (0.27 mM), Na_2_HPO_4_ (1 mM) and KH_2_PO_4_ (0.18 mM) at pH 7.4. The inoculated plants were incubated in a growth chamber for 5 days and then scored for disease severity. Plants inoculated with *P*. *syringae* pv. *tomato* DC3000 re-suspended in 10% PBS were scored on a scale from 0 to 5, where 0 indicated no symptoms, 1 indicated the development of yellowish color, 2 indicated chlorosis only, 3 indicated necrosis and chlorosis, 4 indicated partial necrosis of the inoculated area and 5 indicated complete necrosis of the inoculated area [24]. The 10% PBS used a negative control because all strains of bacteria were resuspened in 10% PBS.

For population quantification *in vitro* assays, leaves at the same stage and age were collected at 5 days after drop-inoculation of *V*. *vulnificus* 96-11-17M and *P*. *syringae* pv. *tomato* DC3000, homogenized, spread on LB agar medium containing 2% NaCl and 5 μg/ml rifampicin and LB agar medium containing 5 μg/ml rifampicin, respectively, and finally incubated at 30°C for 2 days. *P*. *syringae* pv. *tomato* DC3000 was also steaked on and incubated at 30°C for 2 days. The number of *V*. *vulnificus* 96-11-17M and *P*. *syringae* pv. *tomato* DC3000 colonies was counted at 2 days after incubation.

### Disease symptom and population of *V*. *vulnificus* 96-11-17M *in planta*

The suspensions of *V*. *vulnificus* 96-11-17M was prepared as described in above part. To determine the population density of *V*. *vulnificus* 96-11-17M *in planta*, leaves of 3-week-old wild-type (Col-0) seedlings only (Fig 1B) or Col-0, *fls2*, *efr1* and *fls2/efr1* (Fig 3C) or Col-0, NahG, *sid2*, *npr1*, *jar1* and *etr1* mutant seedlings (Fig 3D), were infiltrated with *V*. *vulnificus* 96-11-17M (OD_600_ = 1) and collected at 3, 4 or 7 days post-infiltration. The collected leaves were homogenized and resuspended in 10% PBS. Subsequently, the resuspended samples were spread on LB agar medium containing 2% NaCl and 5 μg/ml rifampicin and incubated at 30°C. The number of *V*. *vulnificus* 96-11-17M colonies was counted at 2 days after incubation. Disease symptom was observed by *V*. *vulnificus* 96-11-17M infiltration *in planta* and photograph was taken at 7 days after infiltration.

**Fig 1:**
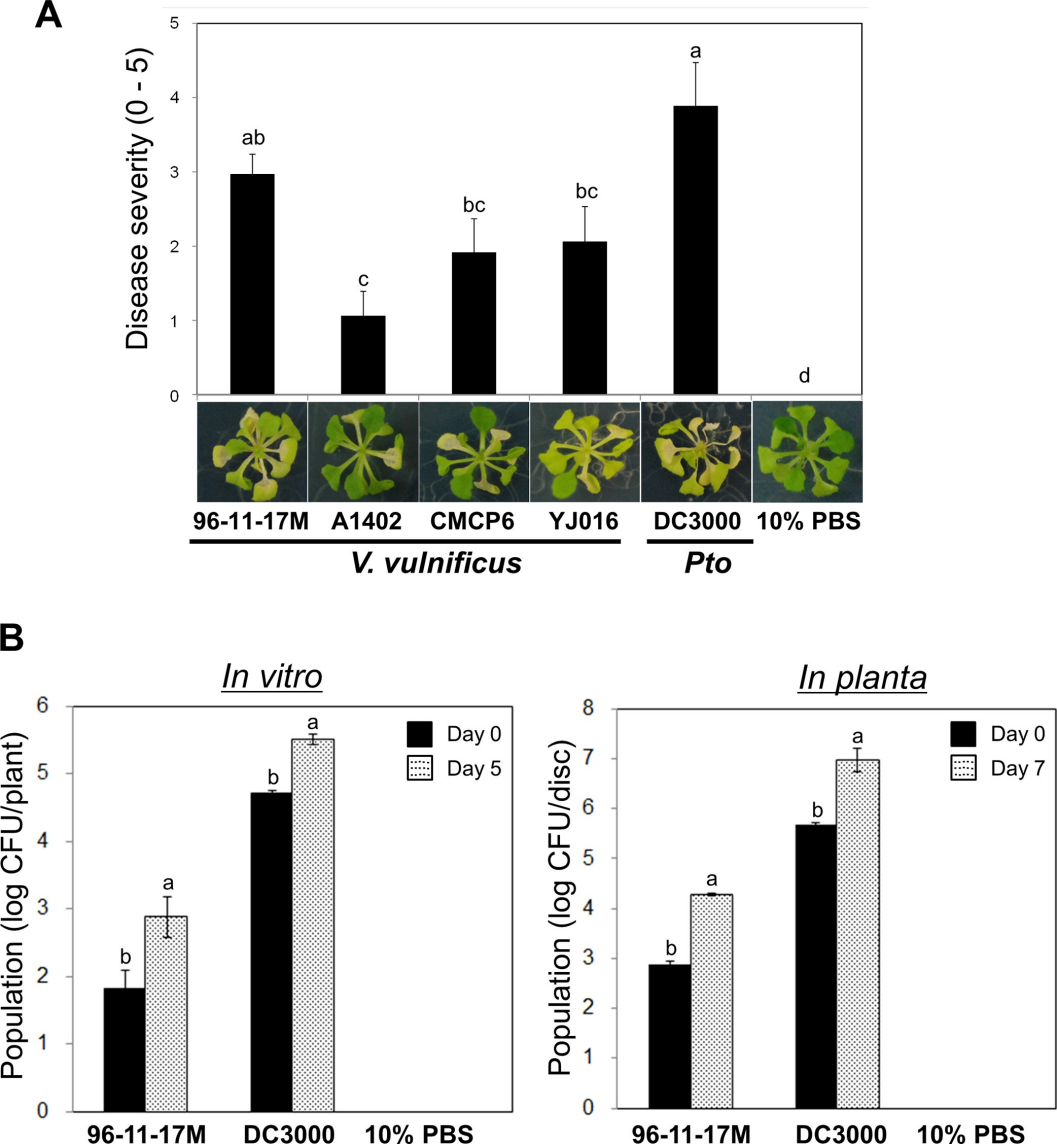
Pathogenicity of *Vibrio vulnificus* in *Arabidopsis thaliana*. (A) Assessment of disease severity in *Arabidopsis* plants upon drop-inoculation with four *V*. *vulnificus* strains, *Pseudomonas syringae* pv. *tomato* (*Pto*) DC3000 (positive control) or 10% PBS (negative control). Disease symptoms were clearly observed in *V*. *vulnificus* -inoculated plants. (B) Total population density of *V*. *vulnificus* 96-11-17M. Left panel: initial and final population density measured at 5 days post-inoculation *in vitro*. Right panel: *V*. *vulnificus* 96-11-17M population monitored for 7 days post-infiltration *in planta*.

### Total RNA extraction, cDNA synthesis and qRT-PCR

Leaves of 3-week-old wild-type plants infiltrated with *V*. *vulnificus* 96-11-17M (OD_600_ = 1 in 10% PBS) were harvested at 0, 12, 24, 48 and 72 h post-infiltration and immediately frozen in liquid nitrogen. Subsequently, the leaf tissues were ground to a fine powder using a mortar and pestle. Total RNA was isolated from 100 mg ground tissue using RNeasy^®^ Plus Mini kit, according to the manufacturer’s protocol (Qiagen, CA, USA). First-strand cDNA was synthesized using 2 μg total RNA, oligo-dT primer, dNTPs and Moloney murine leukaemia virus reverse transcriptase (M-MLV RT; Enzynomics, Daejeon, South Korea). To validate the RNA-Seq data, qRT-PCR was performed using a Chromo4 Real-time PCR System (Bio-RAD, CA, USA). Each reaction mixture contained 2× Brilliant SYBR Green Supermix (Bio-RAD, CA, USA), cDNA template and 0.5 μM gene-specific primers. Sequences were amplified using the following conditions: initial denaturation at 95°C for 10 min, followed by 44 cycles of denaturation at 95°C for 30 sec, annealing at 60°C for 30 sec and extension at 72°C for 42 sec. Gene expression levels were normalized relative to the expression of *AtACT2* (GenBank accession no. Q96292). Primer sets used in this study are listed in S1 Table.

### Construction of RNA-Seq library

Leaves of 3-week-old wild-type *Arabidopsis* seedlings were infiltrated with *V*. *vulnificus* 96-11-17M (OD_600_ = 1 in 10% PBS) and collected at 0, 12, 24, 48 and 72 h post-infiltration; two independent replicates were performed *in planta* for this experiment. Intact total RNA was extracted from the infiltrated leaves, as described above. The quality and integrity of RNA were confirmed by agarose gel electrophoresis, and unwanted contamination with proteins and solvents was assessed using a Nanodrop spectrophotometer (Nanodrop Technologies, Inc., DE, USA). An RNA-Seq library was constructed using TruSeq RNA Sample Preparation kit v2 (Illumina, CA, USA), according to the manufacturer’s guidelines. Briefly, mRNA was purified from total RNA using magnetic beads attached to specific poly oligo-dT primers. The purified mRNA was then fragmented and used as template for cDNA synthesis. The cDNA was ligated to adapters, and the fragments were amplified by PCR. The RNA-Seq library was sequenced to generate paired-end (2 × 100 bp) reads using the Illumina Hiseq-2000 system (Illumina, CA, USA) at the Human Derived Material Center of KRIBB, Daejeon, South Korea.

### RNA-Seq data processing and statistical analysis

To analyze the RNA-Seq data, the reference genome sequence of *A*. *thaliana w*as first obtained from The Arabidopsis Information Resource (TAIR, version 10, assembly ID: TAIR10). The bowtie2-build component of Bowtie2 (ver. 2.0) and SAMtools (ver. 0.1.18) were used for reference genome indexing. Reads from *V*. *vulnificus*-infiltrated samples at different time points were mapped onto the reference genome (ver. 2.0) using the Tophat2 reference genome mapper. The RNA-Seq data generated in this study were deposited at the NCBI Gene Expression Omnibus (GEO) public database under the accession number GSE61418 and data were publicly available.

To analyze the transcriptome, a hierarchical clustering algorithm that uses a centered correlation coefficient as the measure of similarity and complete linkage clustering was applied, as described previously [25]. When performing cluster analysis, the value of fragments per kilobase of exon per million reads (FPKM) was calculated for each sample to estimate gene expression levels. The FPKM data were normalized using quantile normalization in R (version 3.0.1). The FPKM values were log2-transformed and median-centered across genes and samples. To assess differences in gene expression patterns between samples, scatterplot matrices were produced using Pearson correlation tests. Gene set enrichment analysis was carried out to identify the most significant gene sets associated with biological processes. The significance of over-represented gene sets was estimated using Fisher’s exact test. Gene set enrichment analysis was performed using DAVID Bioinformatics Resources (ver. 6.7).

### Statistical analysis

Analysis of variance (ANOVA) of experimental data sets was performed using JMP software version 5.0 (SAS Institute, Cary, NC, USA). Significant effects of treatment were determined based on the magnitude of the F-value (*P* = 0.05). When a significant F-test was obtained, separation of means was accomplished using Fisher’s protected least significant difference test at *P* = 0.05.

## Results

### *V*. *vulnificus* causes disease in *Arabidopsis*

To assess whether the human pathogenic marine bacterium *V*. *vulnificus* causes disease in *A*. *thaliana*, we drop-inoculated *Arabidopsis* leaves with suspensions of four *V*. *vulnificus* strains *in vitro*. All of the tested strains produced typical disease symptoms in *Arabidopsis* leaves similar to those caused by *P*. *syringae* pv. *tomato* (*Pto*) DC3000 (positive control), while no disease symptoms were observed in *Arabidopsis* leaves inoculated with 10% phosphate buffer saline (PBS) (negative control) (Fig 1A). After selection of candidate strain for further experiments, we inoculated *V*. *vulnificus* 96-11-17M onto *A*. *thaliana* leaves, and incubated 5 days in the chamber. Inoculated leaves were collected, homogenized and spread on LB agar medium supplemented with 2% NaCl and 5 ㎍/ml rifampicin. The plates were incubated at 30°C for 2 days. A colony selected from the plates after incubation was used for preparing bacterial suspension (OD_600_ = 2.0). We drop-inoculated with this bacterial suspension onto 2-week-old-*Arabidopsis* leaves and confirmed the same disease symptom at 5 days after inoculation. To confirm that *V*. *vulnificus* colonized *Arabidopsis* plants, we monitored the total bacterial population density after drop-inoculation with *V*. *vulnificus* 96-11-17M and *Pto* DC3000 in the same age and stage leaves. The population density of *V*. *vulnificus* 96-11-17M and *Pto* DC3000 was approximately 10-fold higher on day 5 than on day 0, whereas the negative control showed no *V*. *vulnificus* colonies (Fig 1B, *in vitro*). For consistent results, we infiltrated with *V*. *vulnificus* 96-11-17M and *Pto* DC3000 in *Arabidopsis* plants grown in soil; this was accompanied by a 15-fold increase in the total population density of *V*. *vulnificus* 96-11-17M and *Pto* DC3000 (Fig 1B, *in planta*). These results indicate that *V*. *vulnificus* causes disease in *A*. *thaliana*.

### *V*. *vulnificus* modulates the expression levels of *Arabidopsis* genes

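RNA from *Arabidopsis* leaves infiltrated with *V. vulnificus* 96-11-17M was sequenced at 0, 12, 24, 48 and 72 h, with 2 replicates at each time point and 10 samples in all. The authors mapped the reads to the TAIR10 genome with TopHat2 and deposited 1 value per gene and sample in FPKM, the read number scaled to exon length and to the reads of the sample. The 0 h leaves were the only reference, and mock-infiltrated leaves at the later time points were not analysed here. The table of 26988 rows names each gene once, by a symbol or, in 17963 rows (66.6%), by its locus, and 4192 rows were listed at 0 in all 10 samples. The deposited values were neither logarithms nor quantile-normalized. Their sum ranged from 731829 FPKM in 12 h replicate 2 to 1088254 FPKM in 0 h replicate 1, and the 20 highest genes of a sample held between 8.5% and 18.1% of its sum. Read counts were not used here, so the absolute depth is unknown and no counting error is given. Relative depth was read from the steps between values under 1.5 FPKM, since 1 read is worth less FPKM in a deeper sample. Against 0 h replicate 1, the relative depth was 1.18 in 0 h replicate 2, 1.63 and 1.75 at 12 h, 1.23 and 1.27 at 24 h, 1.297 and 1.347 at 48 h, and 0.97 and 1.23 at 72 h. The number of genes listed at 0 was lowest in the 2 samples at 12 h (5951 and 5787) and highest in the 2 samples at 0 h (7216 and 7137).

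The paper's methods give quantile normalization and a log2 transformation for its cluster analysis and state no pseudocount. Here, the FPKM values were quantile-normalized over the 10 samples and transformed as log2(value + 1) for all comparisons. The numbers in Table 1 were reached only without quantile normalization. A fold change is given as the difference between the mean log2 values of 2 replicates, which understates the change of genes with low values. Quantile normalization gives a gene the same value in both replicates when it has the same rank in both, so an SD of 0 can occur. Differences from 0 h were tested with limma over all 10 samples in 5 groups, with Benjamini-Hochberg adjustment over the 26988 rows at each time point. On simulated data with 200 genes raised or lowered by 2 on the log2 scale at 12 h, the same fit recovered 84% of the changed genes and called 2 unchanged genes. The changed genes had a 0 h mean log2 value above 2, the noise was normally distributed, and quantile normalization was left out. The result therefore does not cover low genes, values of 0 in 1 replicate, or as many changed genes as in the data.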

To investigate whether *V*. *vulnificus* modulates *Arabidopsis* plants at the molecular level, we investigated gene expression levels in *Arabidopsis* leaves infiltrated with *V*. *vulnificus* 96-11-17M at 0, 12, 24, 48 and 72 h post-inoculation *in planta* analysis. The correlation coefficients of all samples were highly similar, suggesting that none of the samples exhibited abnormal or artificial variation in gene expression levels (S1 Fig). 

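Pearson's r was computed across the 26988 genes on log2(quantile-normalized FPKM + 1). Genes are not independent replicates, so r describes how alike 2 samples are and carries no p-value here. Between the 2 replicates of a time point, r was lowest at 0 h (0.982) and highest at 24 h (0.995), with a median of 0.995 over the 5 pairs. Between samples of different time points, the median r over 40 pairs was 0.956, and the range was 0.901 to 0.983. The lowest of these values was found between 0 h and 12 h, where the 4 pairs lay between 0.901 and 0.902. The median r of 0 h with 24 h was 0.928, with 48 h 0.913 and with 72 h 0.937. Among the time points after infiltration, the median r ranged from 0.947 between 12 h and 72 h to 0.982 between 24 h and 72 h. Each replicate pair except that of 0 h (0.982) therefore had a higher r than any pair of samples from different time points. Restricting the genes to the 17930 with at least 1 FPKM in 2 samples lowered the median r between time points to 0.908, the largest shift among the alternatives. From these coefficients, the paper proposes that no sample had abnormal or artificial variation.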

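Across the 10 samples, 3711 genes had an SD of at least 0.7 on log2(quantile-normalized FPKM + 1). The number was 3754 when quantile normalization was left out and 6938 with a pseudocount of 0.1 in place of 1, which moved it most. With each sample left out in turn, it lay between 3108 and 3966. The values of all genes were then median-centered across genes and samples, and the selected genes were clustered by complete linkage on the centered correlation and divided into 4 clusters. The 4 clusters held 257, 455, 1402 and 1597 genes. The sizes depended on the processing. Average linkage gave clusters of 71, 4, 1816 and 1820 genes. Median-centering after the SD selection, an alternative added after seeing the data, when both orders had been seen, gave clusters of 654, 954, 1154 and 949 genes.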

Unsupervised hierarchical clustering analysis revealed genes showing significantly different expression patterns at each time point compared with the 0 h time point (control) and classified the genes into four clusters (Fig 2A). 

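The mean profile of each cluster is given in median-centered log2 units at 0, 12, 24, 48 and 72 h. The cluster of 257 genes was highest at 48 h, with means of -0.31, 0.57, -0.54, 1.65 and -0.24. The cluster of 455 genes was highest at 12 h, with means of -0.09, 1.41, 0.31, -0.24 and -0.75. The cluster of 1402 genes was lowest at 0 h (-1.86) and lay between 0.11 and 0.33 at the 4 later time points. The cluster of 1597 genes was highest at 0 h (1.41), fell to -0.69 at 12 h and -0.50 at 48 h, and lay at -0.07 at 24 h and 0.06 at 72 h.

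The patterns were also counted gene by gene among the 3711 selected genes, without clustering. The highest mean value was at 48 h for 568 genes, and 70 genes were up at least 2-fold at 48 h and at no other time point. At both 12 and 24 h, 1132 genes were up at least 2-fold, of which 129 were not up at least 2-fold at 48 or 72 h. At all 4 time points, 811 genes were down at least 2-fold and 832 genes were up at least 2-fold. At 12, 24 and 48 h but not at 72 h, 147 genes were down at least 2-fold.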

According to the results of heat map and line plot analyses, cluster 1 genes were specifically up-regulated at 48 h post-inoculation, cluster 2 genes were up-regulated at both 12 and 24 h post-inoculation (relatively early time points), cluster 3 genes were down-regulated at tested time points compared with 0 h control and cluster 4 genes were down-regulated from 12 to 48 h post-inoculation (Fig 2B). 

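The RNA-Seq values of the genes shown in Fig 2C and 2D are given as log2 fold changes against 0 h, from 2 replicates per time point. Each rise named here had an adjusted p under 0.05 (limma, Benjamini-Hochberg), and all 4 pairings of a replicate with a 0 h replicate had the same direction. Among the genes of Fig 2C, *CCR2* rose by 4.88 at 12 h, 1.07 at 24 h, 6.89 at 48 h and 1.27 at 72 h (standard error 0.083 at each time). The symbol *CCR2* has been used for more than 1 locus and the row carries no locus name, so which locus it measures is uncertain. *TI1* (AT2G43510, chromosome 2, 18066960 to 18067860 in TAIR10.1) rose by 7.59, 7.69, 7.56 and 7.23 at 12, 24, 48 and 72 h (standard error 0.19). *KTI1* (AT1G73260) rose by 5.25, 7.03, 7.39 and 7.84, with a standard error of 0.21, and *PRXCB* (AT3G49120) by 5.28, 4.90, 5.87 and 5.38, with a standard error of 0.17. Of these 4 genes, *CCR2* and *PRXCB* were highest at 48 h, *TI1* at 24 h and *KTI1* at 72 h. Without quantile normalization, *TI1* was highest at 48 h, with a rise of 7.64 against 6.59 at 12 h, 7.39 at 24 h and 7.32 at 72 h. *CCR2* then rose by 3.93 at 12 h, and *PRXCB* by 4.23 at 12 h and 4.63 at 24 h, which reverses the order for *PRXCB*. *CCR2* and *PRXCB* were still highest at 48 h (6.99 and 5.94). With quantile normalization, the values of *TI1* at 12, 24 and 48 h differed by less than their standard error.

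Among the genes of Fig 2D, *AZI1* (AT4G12470) rose by 9.13, 8.01, 7.84 and 6.75 at the 4 time points, *FRK1* (AT2G19190) by 6.66, 6.50, 6.29 and 4.59, and *CRK13* (AT4G23210) by 5.38, 4.69, 4.40 and 2.87. All 3 were highest at 12 h, but the rises of *FRK1* at 12 and 24 h differed by less than 2 of its standard error (0.15). Without quantile normalization, *AZI1* rose by 8.22 at 12 h, 7.86 at 24 h and 7.95 at 48 h, which are closer to each other. *JRG21* (AT3G55970) rose by 4.43, 5.01, 3.81 and 4.15 with a standard error of 0.74, because its 2 replicates at 0 h differed (SD 1.72). The *CYP71* and *LRR* genes are not given, since those labels do not name a single gene.

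**Figure D1:**
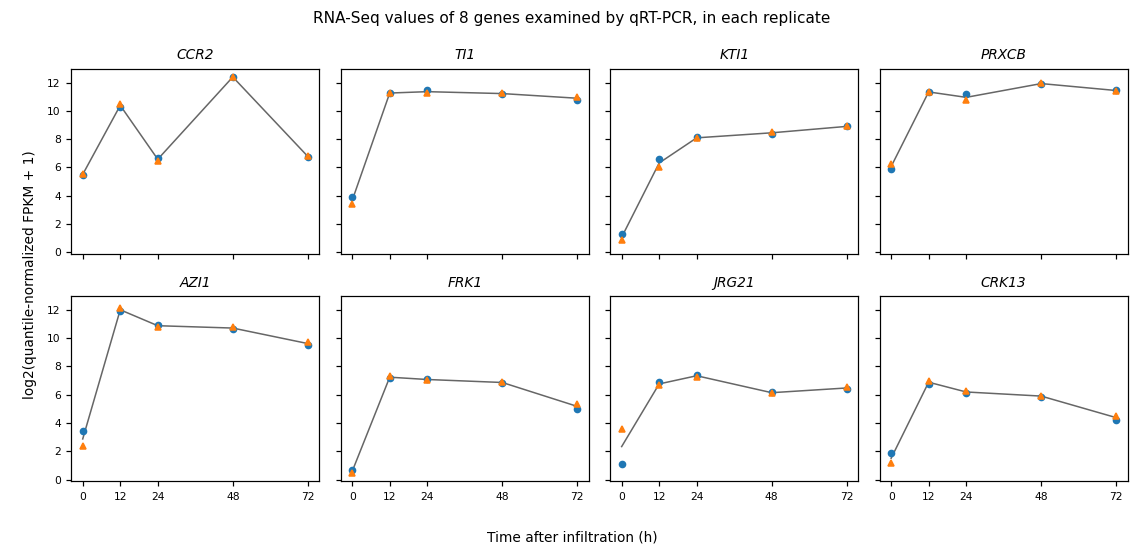
RNA-Seq values of 8 genes of Fig 2C (upper row) and Fig 2D (lower row) against the time after infiltration in h, as log2(quantile-normalized FPKM + 1); circles are replicate 1, triangles replicate 2 and lines join the means. All 8 genes stay above their 0 h level at all 4 later time points, and *CCR2* has peaks at 12 and 48 h.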

To validate the RNA-Seq data, we examined the expression of five cluster 1 and cluster 2 genes using quantitative real-time PCR (qRT-PCR). The expression of these genes was relatively high at 48 h or from 12 to 24 h after *V*. *vulnificus* inoculation (Fig 2C and 2D).

**Fig 2:**
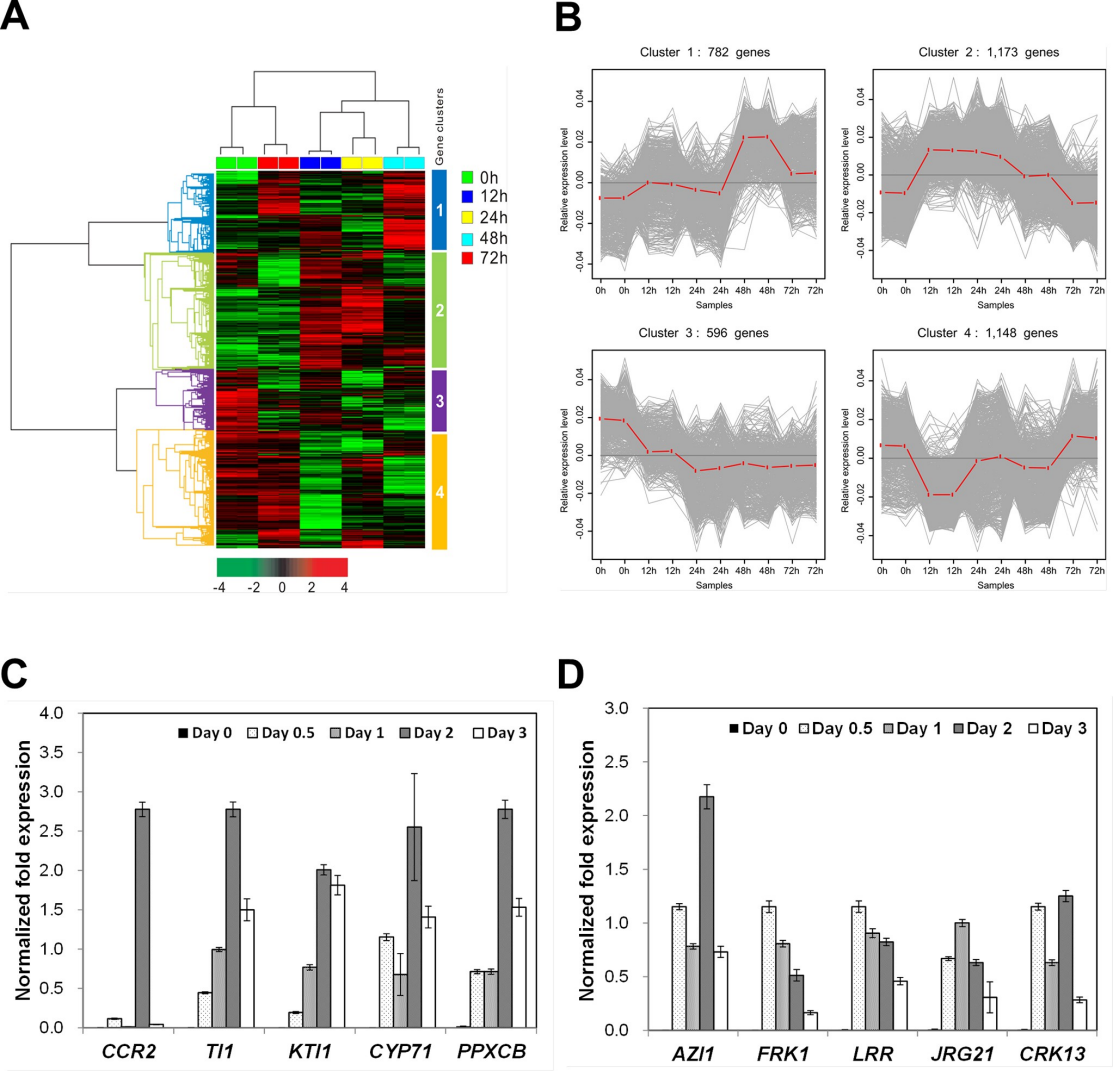
Alteration of transcripts in *A*. *thaliana* in response to *V*. *vulnificus* 96-11-17M infection. (A) Heat map showing the expression of *Arabidopsis* genes at various time points following pathogen inoculation. Gene expression patterns were obtained by performing unsupervised hierarchical cluster analysis, which divided genes into four independent clusters. A total of 3,711 genes with expression values that had a standard deviation of at least 0.7 were selected. Red and green colors indicate high and low expression levels, respectively. (B) Relative expression patterns of *Arabidopsis* genes after *V*. *vulnificus* 96-11-17M inoculation. Grey lines indicate the expression intensities of each gene, and red lines indicate the mean expression levels of all genes at the same time point. (C) Validation of the expression levels of five selected cluster 1 genes by quantitative real-time PCR (qRT-PCR). *CCR*: cold, circadian rhythm and RNA binding 2; *TI1*: trypsin inhibitor protein 1; *KTI1*: Kunitz trypsin inhibitor 1; *CYP71*: cytochrome P450 family 71; *PPXCB*: peroxidase CB. (D) Validation of the expression levels of five selected cluster 2 genes by qRT-PCR. *AZI1*: azelatic acid induced 1; *FRK1*: FLG22-induced receptor-like kinase 1; *LRR*: leucine-rich repeat protein kinase family protein; *JRG21*: jasmonate-regulated gene 21; *CRK13*: cysteine-rich RLK (RECEPTOR-like protein kinase) 13. Transcript levels of genes were normalized relative to those of *AtACT2* (GenBank accession no. Q96292).

Next, we aimed to identify genes showing differential expression at specific time points compared with the 0 h time point (control). 

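Counting genes whose mean log2(quantile-normalized FPKM + 1) differed from 0 h by at least 1, the difference that Table 1 calls 2-fold, gave 5390 genes at 12 h (2574 up, 2816 down), 4100 at 24 h (1986 up, 2114 down), 4840 at 48 h (2347 up, 2493 down) and 3680 at 72 h (1792 up, 1888 down). This definition involves no test. Without quantile normalization, the numbers were 5360, 4204, 4916 and 3741. The pseudocount moved them most, with 7709, 6225, 7162 and 5940 genes at a pseudocount of 0.1. Requiring 2-fold in the same direction in all 4 pairings of a replicate with a 0 h replicate left 3962, 2731, 3469 and 2449 genes. At least 1 time point showed a 2-fold change for 7568 genes, of which 998 were up and 1017 were down at all 4 time points, and 1334 changed only at 12 h.

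With an adjusted p under 0.05 in limma (Benjamini-Hochberg) as a further requirement, 5082 genes remained at 12 h, 3779 at 24 h, 4515 at 48 h and 3373 at 72 h. Replicates 1 and 2 of each time point are numbered in the labels, which gives a possible pairing. With the replicate number as a replicate block, the same fit gave 5033, 3712, 4456 and 3297 genes. The differences between replicates 1 and 2 at a later time point were correlated across genes with those at 0 h by 0.0002 at 12 h, 0.012 at 24 h, 0.050 at 48 h and -0.164 at 72 h. Between the later time points, the 6 correlations were all above 0, from 0.041 between 12 h and 24 h to 0.188 between 12 h and 72 h, and the labels do not show clearly whether the numbers pair the samples. With the 72 h numbers crossed, which was chosen after seeing the data, the blocked fit gave 3314 genes at 72 h. In every fit, 12 h had the most genes and 72 h the fewest. By the sampling times, the 12 h leaves also differ from the 0 h leaves in time of day, which cannot be separated from infiltration here.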

A total of 5,360, 4,204, 4,916 and 3,741 DEGs were identified at 12, 24, 48 and 72 h post-inoculation with *V*. *vulnificus* 96-11-17M, respectively, relative to the control (Table 1). Expression levels of the top 20 DEGs at each time point are listed in S2–S5 Tables. 

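Among genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg) and at least 2-fold in all 4 pairings, the largest rises at 12 h were found for AT4G12500 (log2 fold change 9.46, standard error 0.24), *AZI1* (9.13, standard error 0.34) and *pEARLI 1* (8.88, standard error 0.24). AT4G12490 rose by 8.79 at 12 h with a standard error of 0.74. Of these 4 genes, only AT4G12500 and *pEARLI 1* differed by more than 2 of the larger standard error. At 48 h, AT4G12490 rose by 10.98 (standard error 0.74), *PR1* (AT2G14610, chromosome 2, 6241640 to 6242541 in TAIR10.1) by 9.64 (standard error 0.23) and AT4G12500 by 9.08. The rises of AT4G12490 and *PR1* at 48 h differed by less than 2 of the larger standard error, so their order is not resolved. AT4G12490 was the highest gene in both samples at 48 h. Quantile normalization gave it 15.15 there, the value of AT2G01021 at 24 h, and without it the rise was 10.18. At 72 h, its 9030 and 10815 FPKM became 12.87 and 15.15, so its standard error comes partly from the normalization. At 24 h, the rises of AT4G12490 (8.89) and AT4G12500 (8.77) differed by less than the standard error of 0.74, and *pEARLI 1* rose by 8.22. At 72 h, the rises of AT4G12490 (9.84) and *PR1* (9.69) also differed by less than that standard error, and without quantile normalization *PR1* (9.88) was above AT4G12490 (9.10). AT4G12500 rose by 7.89 at 72 h. AT4G12490, AT4G12500 and *AZI1* lie on chromosome 4 between 7401087 and 7414955 in TAIR10.1, and genes of similar sequence there may share reads, so their separate values are uncertain. The largest falls at 12 h were those of *LHCB2.3* (-7.69, standard error 0.25), *LHCB2.2* (-7.08) and AT1G32900 (-7.07). The values of *LHCB2.2* and AT1G32900 differed by less than their standard errors. At 24 h, *BXL2* (-5.06, standard error 0.64), AT1G72416 (-4.97, standard error 0.48) and *EXPA16* (-4.89, standard error 0.15) were lowest, and their order is not resolved. Without quantile normalization, AT1G72416 (-5.09) lay below *BXL2* (-5.08). At 48 h, *LHY* (-6.52, standard error 0.11), *EXO* (-6.15, standard error 0.27) and *PHI-1* (-6.04, standard error 0.27) were lowest. Each differed from the next by less than 2 of the larger standard error. At 72 h, AT5G28630 fell most (-5.71, standard error 0.25), followed by *EXPA16* (-4.79, standard error 0.15) and AT1G72416 (-4.72, standard error 0.48). The order of *EXPA16* and AT1G72416 is not resolved. S5 Table places AT3G06070 between AT5G28630 and *EXPA16*, but it was not among the 3 largest falls here.

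Of the 20 genes listed for each time point in S2–S5 Tables, all 20 passed an adjusted p of 0.05 and 2-fold at 12 h and at 48 h, and 19 passed at 24 h and at 72 h. AT2G01021 did not pass at 24 h (log2 fold change 15.15, standard error 6.48, adjusted p = 0.13 in limma). It was listed at 67146 and 41937 FPKM in the replicates at 24 h, at 77016 and 0 FPKM at 12 h, at 64382 and 0 FPKM at 72 h, and at 0 FPKM in all 4 samples at 0 and 48 h. *MT1A* did not pass at 72 h (log2 fold change 9.37, standard error 3.82, adjusted p = 0.12 in limma). It was listed at 449.6 and 1041.6 FPKM in the replicates at 72 h and at 0 FPKM in both samples at 0 h, and at 12 h it was listed at 0 and 646.5 FPKM.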

To elucidate the potential biological functions of these DEGs, we performed Gene Ontology (GO) analysis using the DAVID software. According to the GO biological process categories, 20 DEGs were potentially involved in plant defense-related hormones and reactive oxygen species (ROS) (S2 Fig). This result prompted us to identify DEGs related to SA-, JA- and ET-dependent signaling pathways; DEGs showing significant variation in expression at various time points are listed in S6 Table. 

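S6 Table lists 144 genes of the SA, JA and ET pathways in 206 rows. A gene can belong to more than 1 pathway, but 27 symbols carry more than 1 set of log ratios. In 128 of the 206 rows, the 4 log ratios match log2(FPKM + 1) as deposited. All 144 symbols were found in the RNA-Seq table. With an adjusted p under 0.05 (limma, Benjamini-Hochberg) and at least 2-fold, 41 of the 144 genes were up and 16 down at 12 h, 34 up and 13 down at 24 h, 39 up and 20 down at 48 h, and 32 up and 20 down at 72 h. By fold change alone, 54 genes were up at least 2-fold at 1 or more time points and 40 were down at 1 or more.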

We validated the expression levels of the top 10 up-regulated genes using qRT-PCR. 

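All 10 genes of Fig 3A rose in the RNA-Seq data. The values are log2 fold changes against 0 h on log2(quantile-normalized FPKM + 1), from 2 replicates per time point. *PR1* rose by 6.34 at 12 h, 7.47 at 24 h, 9.64 at 48 h and 9.69 at 72 h (standard error 0.23), and its values at 48 and 72 h differed by less than the standard error. *ELI3-2* (AT4G37990) rose by 7.69, 7.03, 5.68 and 5.20 at 12, 24, 48 and 72 h, *AOX1D* (AT1G32350) by 5.88, 4.88, 5.58 and 5.19, and *WRKY75* (AT5G13080) by 5.41, 4.69, 4.68 and 4.01. The rise of *ACS2* (AT1G01480) was 5.48, 4.92, 3.62 and 3.13, that of *GSTF6* (AT1G02930) 6.14, 4.86, 3.89 and 2.92, and that of *PAD3* (AT3G26830) 5.45, 3.47, 4.44 and 3.22. These 6 genes had their largest rise at 12 h, but the peak was not resolved for *AOX1D* and *WRKY75*. The rises of *AOX1D* at 12 and 48 h differed by less than 2 of its standard error (0.28). So did those of *WRKY75* at 12 and 24 h (standard error 0.37). Without quantile normalization, *ELI3-2* rose by 7.20 at 12 h and 7.13 at 24 h. *PR4* (AT3G04720) rose by 3.89, 4.74, 4.28 and 4.20, with a standard error of 0.32. *ACS7* (AT4G26200) rose by 2.99, 3.12, 1.88 and 1.60, with a standard error of 0.24. *MES9* (AT4G37150) rose by 0.67 at 12 h, 3.88 at 24 h, 3.11 at 48 h and 4.77 at 72 h, with a standard error of 0.21. The rise of *MES9* at 12 h was not past an adjusted p of 0.05 (adjusted p = 0.052, limma with Benjamini-Hochberg adjustment). It was past it without quantile normalization (adjusted p = 0.049 in limma) and with genes of at least 1 FPKM in 2 samples (adjusted p = 0.017 in limma), but not with the replicate number as a block (adjusted p = 0.074 in limma). All other values of the 10 genes had an adjusted p of 0.0049 or less in the main test, and in the fit with the replicate number as a block they kept an adjusted p under 0.05. *GSTF6* belongs to a family of similar genes among which reads can be shared, so its value is uncertain. Expression at 0 h was low for several of these genes, with a mean of 0.234 FPKM for *AOX1D*, 0.315 FPKM for *ACS7* and 0.393 FPKM for *ACS2*, so their fold changes depend on the pseudocount. With a pseudocount of 0.1, the rise of *AOX1D* at 12 h was 8.13.

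**Figure D2:**
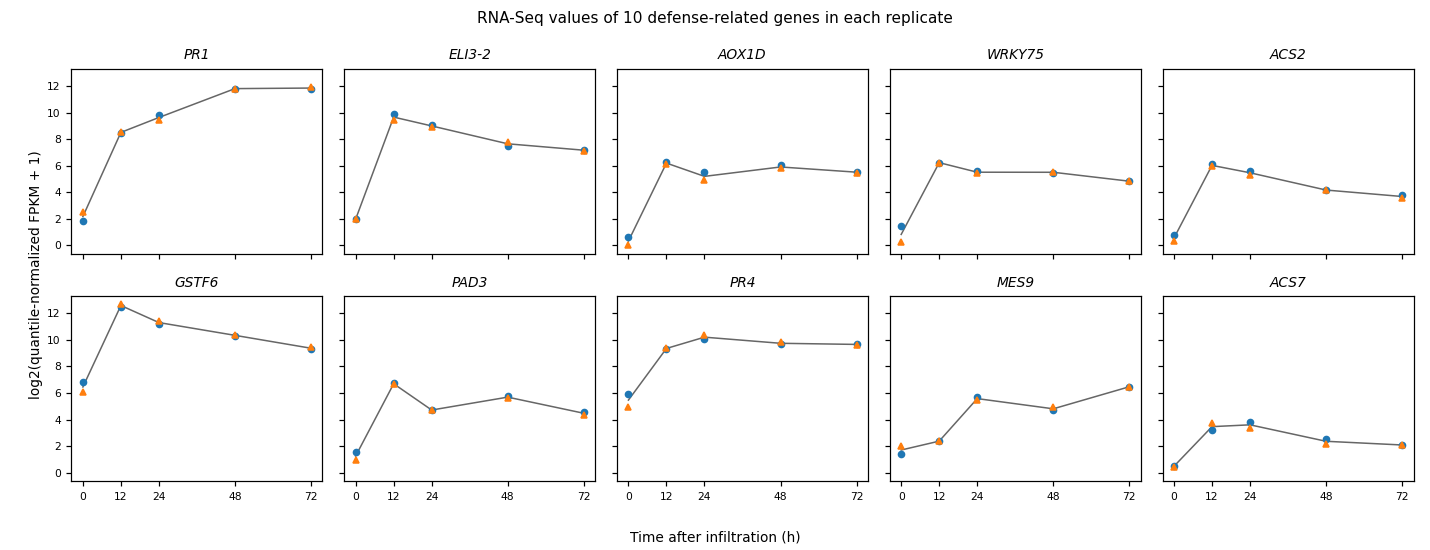
RNA-Seq values of the 10 genes of Fig 3A against the time after infiltration in h, as log2(quantile-normalized FPKM + 1); circles are replicate 1, triangles replicate 2 and lines join the means. Every gene lies above its 0 h level at all 4 later time points, with *MES9* at 12 h closest to it (log2 fold change 0.67).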

The results showed that all 10 genes were significantly induced by *V*. *vulnificus* infiltration, and the fold change ratios were clearly comparable to the RNA-Seq data (Fig 3A and 3B).

**Fig 3:**
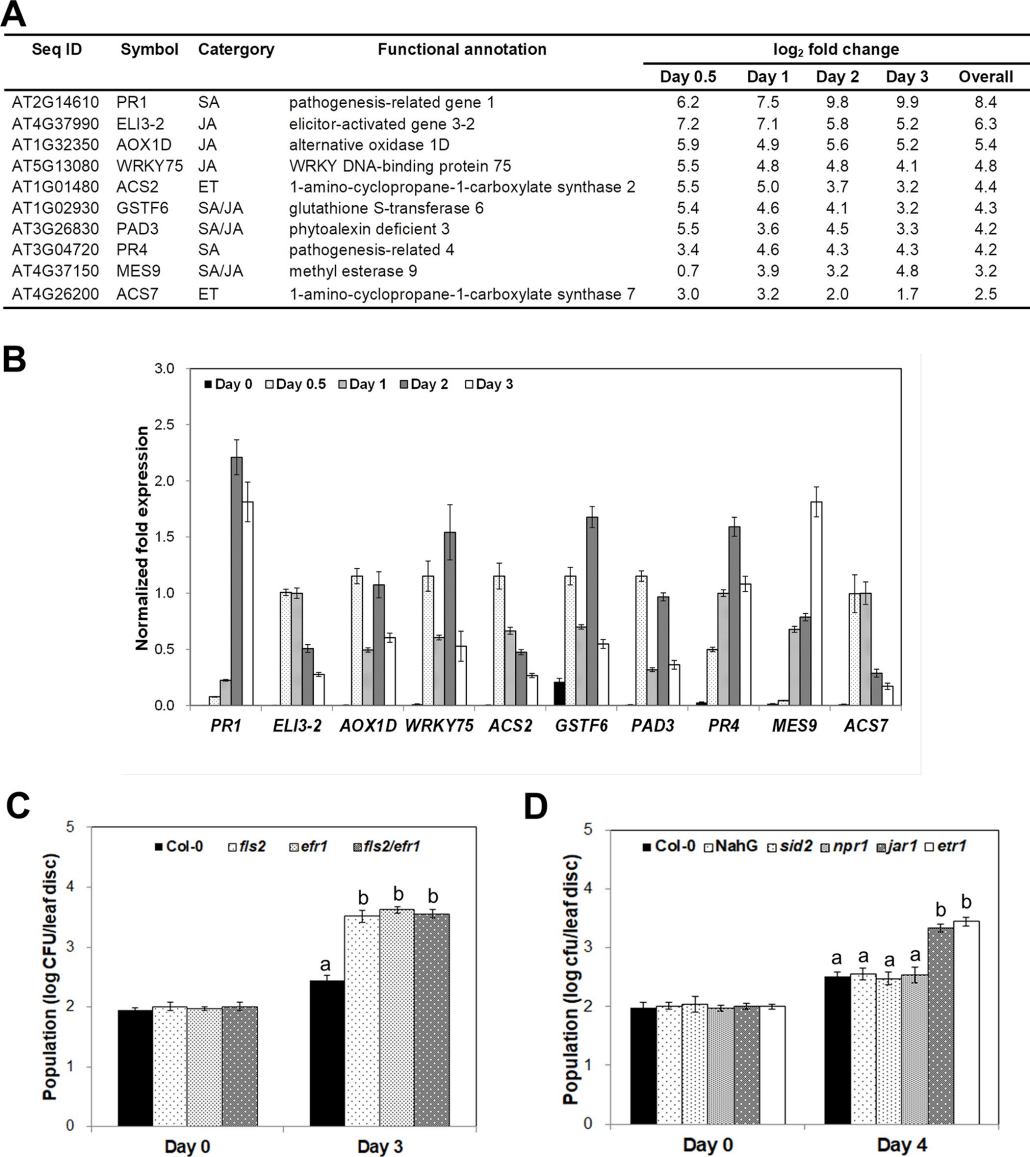
*V*. *vulnificus* 96-11-17M modulates plant defense responses. Expression levels of selected plant defense-related genes determined by RNA-Seq and qRT-PCR analyses are shown. The relative fold change in gene expression was calculated at each time point relative to the control time point. (A) Expression profiles of 10 defense-related genes in *Arabidopsis* plants inoculated with *V*. *vulnificus* 96-11-17M. Transcript levels of genes were quantified by RNA-Seq analysis. (B) Validation of the RNA-Seq data of 10 *Arabidopsis* genes by qRT-PCR. Transcript levels of genes were normalized relative to those of *AtACT2* (GenBank accession no. Q96292). (C,D) Total population density of *V*. *vulnificus* 96-11-17M in three pathogen-associated molecular pattern (PAMP) receptor mutants at 3 days post-inoculation (C) and phytohormone signaling mutants at 4 days post-inoculation (D). Different letters above the bars indicate significant differences (*P* = 0.05) between genotypes.

**Table 1:** Number of differentially expressed genes (DEGs) in *Arabidopsis thaliana* plants inoculated with *V*. *vulnificus* 96-11-17M at the indicated time points.

Comparison	Number of DEGs*	Number of up-regulated DEGs	Number of down-regulated DEGs
0 h vs. 12 h	5,360	2,492	2,868
0 h vs. 24 h	4,204	2,075	2,129
0 h vs. 48 h	4,916	2,473	2,443
0 h vs. 72 h	3,741	1,851	1,890

*DEGs, gene showing at least 2-fold difference in expression between the control time point (0 h) and other time points.

### *V*. *vulnificus* is likely perceived by common receptors of *Arabidopsis* and activates JA and ET signaling

To investigate how *V*. *vulnificus* affects the plant defense mechanism for its propagation *in planta*, we monitored the population density of *V*. *vulnificus* in wild-type (Col-0) and mutant plants of *Arabidopsis*; these knockout mutants lacked genes that encode pattern recognition receptors (PRRs), such as Flagellin Sensing2 (FLS2) and Elongation Factor 2 Related 1 (EFR1), that recognize pathogen/microbe-associated molecular patterns (PAMPs/MAMPs). Higher *V*. *vulnificus* population densities were observed in the knockout mutant lines than in wild-type plants at 3 days post-infiltration (Fig 3C), indicating that PAMPs/MAMPs of *V*. *vulnificus* such as flagellin and elongation factor are recognized by common PRRs to activate plant innate immunity.

In addition, analyses of RNA-Seq data revealed that genes involved in plant defense hormone-related pathways were up-regulated in *V*. *vulnificus*-infiltrated plants (S2 Fig and S6 Table). These results suggested that defense-related hormone pathways should be required for *V*. *vulnificus* infiltration. This phenomenon needed to be confirmed by genetic analyses of *Arabidopsis*; we quantified the bacterial population density in wild-type and mutant *Arabidopsis* plants at 4 days post-infiltration *in planta*. 

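The 144 genes of S6 Table were compared with all other genes that had an FPKM above 0 in at least 1 sample of the 2 time points compared. At 12 h, 44 of 142 such S6 genes (31.0%) and 2530 of 22054 other genes (11.5%) were up at least 2-fold, an odds ratio of 3.46 (Fisher's exact test, 2-sided, adjusted p = 3.1e-09 over 8 tests). The share of S6 genes that were up was 27.0% at 24 h (odds ratio 3.71, adjusted p = 3.1e-09), 28.9% at 48 h (3.37, adjusted p = 7.8e-09) and 23.4% at 72 h (3.39, adjusted p = 9.1e-08), all from Fisher's exact test. The paper lists these genes as DEGs, so these odds ratios describe the list. S6 genes were also more often down at least 2-fold at 48 h (27 of 142 genes, odds ratio 1.81, adjusted p = 0.011) and at 72 h (28 of 141 genes, odds ratio 2.59, adjusted p = 6.1e-05), but not at 12 h (adjusted p = 0.21) or 24 h (adjusted p = 0.098).

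By hormone, 15 of 41 SA genes were up at least 2-fold and 5 down at 12 h, and 11 were up and 6 down at 72 h. Of 79 JA genes, 30 were up and 12 down at 12 h, and 24 were up and 17 down at 72 h. Of 33 ET genes, 3 were up and 6 down at 12 h, and 3 were up and 7 down at 72 h. The ET genes are those of synthesis (18) and signaling (15), without a class of response genes, unlike SA and JA. At 12 h, 9 of 13 SA response genes were up and 0 down, but 1 of 15 SA synthesis genes was up and 5 down. The numbers by hormone therefore compare unlike classes of genes. Within the JA genes, 12 of 18 genes of the oxylipin response were up and 2 down at 12 h, and 3 of 21 genes of JA synthesis were up and 4 down. At 72 h, 2 of the 21 genes of JA synthesis were up and 8 down. From the up-regulation of these pathways, the paper proposes that defense-related hormone pathways are required during *V. vulnificus* infiltration.

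**Figure D3:**
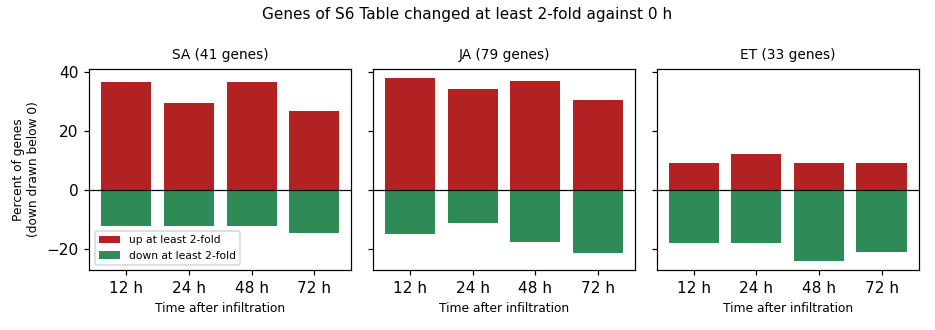
Percent of the S6 Table genes of each hormone type that were up (bars above 0) or down (bars below 0) at least 2-fold against 0 h, at 12, 24, 48 and 72 h, from the means of 2 replicates. More SA and JA genes were up than down at every time point, and more ET genes were down than up. The ET genes hold no response class, unlike SA and JA.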

The population density of *V*. *vulnificus* was the same in the SA signaling pathways NahG transgenic, SA-deficient mutant (*sid2*) and *Nonexpressor of Pathogenesis-Related gene 1* mutant (*npr1*) lines compared with the Col-0 (control). By contrast, the bacterial population density was at least 10-fold higher in the JA response mutant (*jar1*) and Ethylene Receptor 1 mutant (*etr1*) than in the Col-0 (control) (Fig 3D).

### *V*. *vulnificus* shares common features with *Pseudomonas syringae* pv. *maculicola* ES4326

Because our results suggested *V*. *vulnificus* modulated *Arabidopsis* defense-related genes, we compared the transcriptome data obtained from *Arabidopsis* plants inoculated with *V*. *vulnificus* with transcriptome data obtained from *Arabidopsis* plants inoculated with *P*. *syringae* pv. *maculicola* ES4326 (GSE 5685), a well known bacterial plant pathogen. This comparison revealed 3,486 and 3,108 DEGs in *Arabidopsis* at 24 and 48 h post-inoculation with *P*. *syringae* pv. *maculicola* ES4326, respectively (Fig 4A), of which 324 and 323 DEGs overlapped with those identified in *V*. *vulnificus* 96-11-17M-infiltrated *Arabidopsis* plants at 24 and 48 h, respectively (Fig 4A). 

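The *V. vulnificus* side of this comparison is in the RNA-Seq data, and the data for *P. syringae* were not analysed here. At 24 h, 4100 genes changed at least 2-fold against 0 h after quantile normalization, and 4840 at 48 h. Of these, 2357 (57.5%) at 24 h and 2766 (57.1%) at 48 h are named by locus. Neither list of S7 Table names a gene by locus, so such genes are missing from both lists. The reason was not tested, and the lists may be an incomplete overlap. Of the 324 genes listed for 24 h in S7 Table, 313 were changed at least 2-fold in the listed direction, and 290 of them also had an adjusted p under 0.05 in limma (Benjamini-Hochberg). Of the 323 genes listed for 48 h, 313 were changed at least 2-fold in the listed direction and 292 had an adjusted p under 0.05. Without quantile normalization, all 324 and all 323 genes were changed at least 2-fold in the listed direction. The paper drew these genes from its own 2-fold changes in the same samples, so the counts describe the lists and are no separate support for them.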

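Among the 324 genes of the 24 h list, the 5 largest rises after quantile normalization were, in order, those of *PR1* (log2 fold change 7.47, standard error 0.23), *FRK1* (6.50, 0.15), *NRT2.6* (6.13, 0.17), *SAG13* (6.07, 0.43) and *PROPEP3* (5.71, 0.37). The rises of *NRT2.6*, *SAG13* and *PROPEP3* differed from each other, and that of *FRK1* from *SAG13*, by less than 2 of the larger standard error, so the order within these pairs is not resolved. Among the 323 genes of the 48 h list, the 5 largest rises were those of *PR1* (9.64, 0.23), *CYP71A12* (7.21, 0.19), *CCR2* (6.89, 0.083), *ELF4* (6.74, 0.14) and *FRK1* (6.29, 0.15). The rises of *CYP71A12* and *CCR2*, and those of *CCR2* and *ELF4*, differed by less than 2 of the larger standard error, so their order is not resolved either. All of these values had an adjusted p of 0.00036 or less (limma, Benjamini-Hochberg). *CYP71A12* (AT2G30750) lies on chromosome 2 from 13099486 to 13101371, *ELF4* (AT2G40080) on chromosome 2 from 16734294 to 16734953, *NRT2.6* (AT3G45060) on chromosome 3 from 16477561 to 16479559, *SAG13* (AT2G29350) on chromosome 2 from 12600914 to 12602556, and *PROPEP3* (AT5G64905) on chromosome 5 from 25939562 to 25940080, all in TAIR10.1. *ELF4* was low at 0 h, with a mean of 0.0765 FPKM, and had a mean of 117.1 FPKM at 48 h and 6.26 FPKM at 72 h.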

Among overlapped genes, *PATHOGENESIS-RELATED 1* (*PR1*), *FLG22-INDUCED RECEPTOR-LIKE KINASE 1* (*FRK1*), *NITRATE TRANSPORTER 2*.*6* (*NRT2*.*6*), *SENESCENCE-ASSOCIATED GENE 13* (*SAG13*) and *ELICITOR PEPTIDE 3 PRECURSOR* (*PROPEP3*) were top-5 inducible genes in *Arabidopsis* at 24 h and *PATHOGENESIS-RELATED 1* (*PR1*), *CYTOCHROME P450 FAMILY 71 SUBFAMILY A POLYPEPTIDE 12* (*CYP71A12*), *CINNAMOYL COA REDUCTASE* (*CCR2*), *EARLY FLOWERING 4* (*EFL4*) and *FLG22-INDUCED RECEPTOR-LIKE KINASE 1* (*FRK1*) genes were listed in *Arabidopsis* at 48 h. The results of GO analysis showed that, under the biological process category, genes overlapping between the two transcriptome data sets were classified under response to JA, response to ET, response to stimulus, immune system process, flavonoid biosynthesis, flavonoid metabolism, phenylpropanoid metabolism, developmental process, and wax metabolism and biosynthesis, regardless of the sampling time point (Fig 4B). 

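Genes of the photosynthetic light-harvesting antenna can be recognised in the RNA-Seq data by their symbols (*LHCA*, *LHCB* and *CAB*), a set of 18 genes chosen after seeing the data. Of these, 6 are on the 24 h list of S7 Table and 6 on the 48 h list. All 18 had a lower mean at 24 and 48 h than at 0 h, with or without quantile normalization. The size of the fall depended on the normalization. After quantile normalization, the median log2 fold change of the 18 genes was -0.71 at 24 h and -0.84 at 48 h, and 5 and 6 genes were down at least 2-fold, each with an adjusted p under 0.05 in limma (Benjamini-Hochberg). Without quantile normalization, the medians were -1.43 and -1.19, and 16 and 11 genes were down at least 2-fold. The members of this family are similar in sequence, so reads may be shared among them.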

The results of Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway analysis showed that, in plants sampled at 24 and 48 h, many of these overlapping genes were involved in photosynthesis, plant hormone signal transduction and starch and sucrose metabolism (Fig 4C). The 324 and 323 *Arabidopsis* genes were significantly up- and down-regulated by both *V*. *vulnificus* 96-11-17M and *P*. *syringae* pv. *maculicola* ES4326 at 24 and 48 h post-infection, respectively. 

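In the *V. vulnificus* data, 177 of the 324 genes on the 24 h list are listed as up and 147 as down, and 189 of the 323 genes on the 48 h list are listed as up and 134 as down. After quantile normalization, 174 of the 177 were up at least 2-fold and 139 of the 147 were down at least 2-fold at 24 h. At 48 h, 182 of the 189 were up and 131 of the 134 were down at least 2-fold. The paper selected these genes from the same samples, so such counts describe its lists. Required to hold in all 4 pairings of a replicate with a 0 h replicate, the change at least 2-fold remained for 243 genes at 24 h and 244 genes at 48 h.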

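The 24 h and 48 h lists of S7 Table have 164 genes in common, which is 50.6% of the 324 genes at 24 h and 50.8% of the 323 genes at 48 h. Of these 164 genes, 163 are listed in the same direction at both time points. The 2 lists together name 483 genes. In the RNA-Seq data, 255 of the 324 genes on the 24 h list (78.7%) were also changed at least 2-fold in the listed direction at 48 h, whether or not the 48 h list names them, and 221 of the 323 genes on the 48 h list (68.4%) were also changed in the listed direction at 24 h. This count was chosen after seeing the data.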

Between 324 and 323 DEGs at two time points, approximately 80% of genes were overlapped (S7 Table).

**Fig 4:**
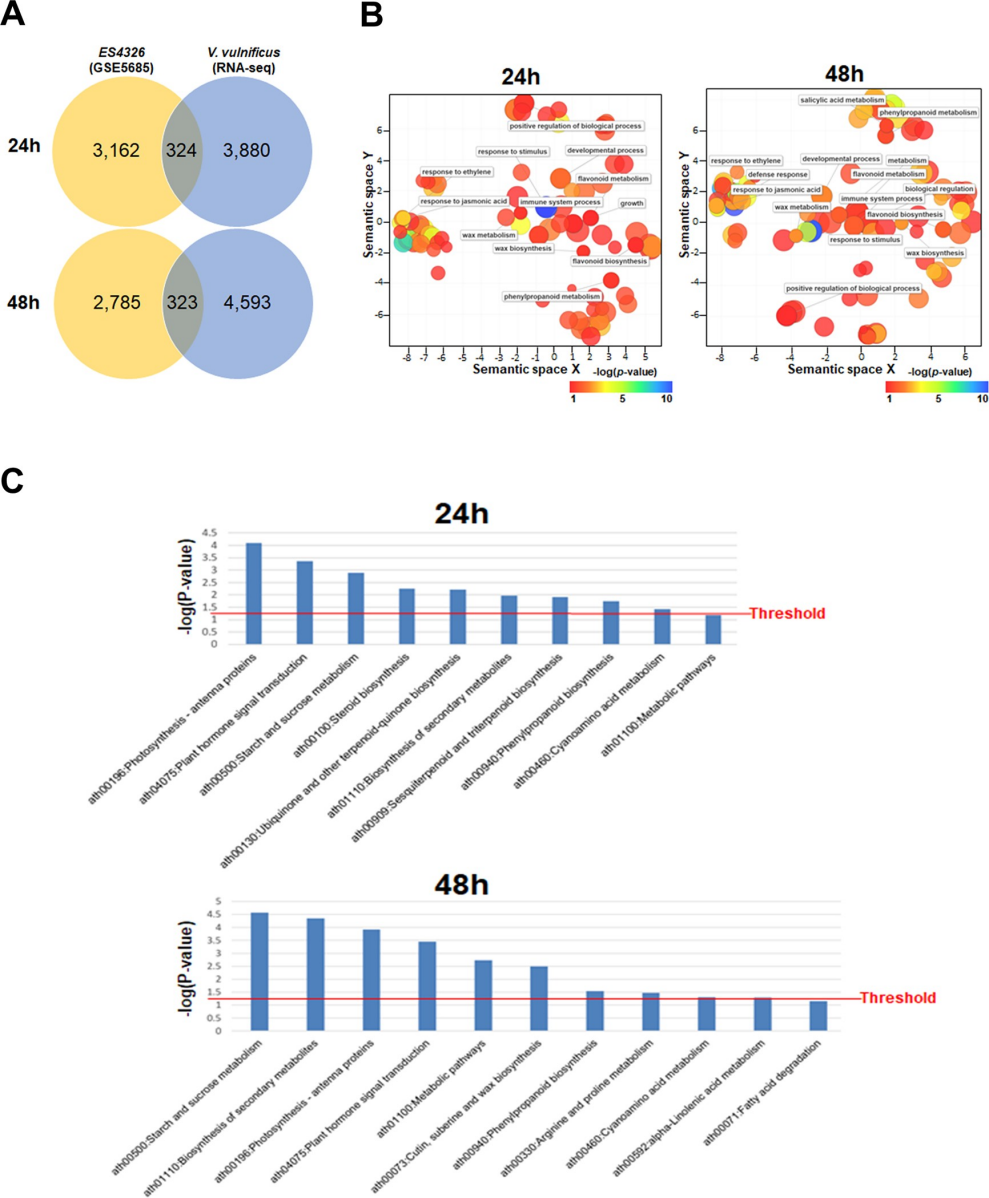
Comparative transcriptome analysis of *Arabidopsis* plants inoculated with the plant pathogen *P*. *syringae* pv. *maculicola* ES4326 and the marine pathogen *V*. *vulnificus* 96-11-17M. Transcriptome data of *Arabidopsis* plants inoculated with *P*. *syringae* were obtained from a publicly available database (GSE number: 5685). (A) Venn diagram showing the total number of differentially expressed genes (DEGs) in each transcriptome data set and the number of DEGs overlapping between the two data sets. (B) Bubble charts displaying Gene Ontology (GO) enrichment analysis of the overlapping genes. GO biological process category was applied. C: Bar charts displaying the results of Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment analysis of the overlapping genes.

## Discussion

Despite the increasing interest in fresh food contamination and rising sea level, there has yet been no evidence suggesting that the marine bacterial pathogen *V*. *vulnificus* regulates the transcriptome and physiology of plants. In the current study, we showed that *V*. *vulnificus* infection caused disease symptoms in *Arabidopsis* plants, consistent with the increase in its population density under artificial and favorable conditions. Moreover, *V*. *vulnificus* modulated the transcriptome of *Arabidopsis* plants at certain time points, and a considerable overlap in DEGs was observed between *Arabidopsis* plants infiltrated with *V*. *vulnificus* and those infected with *P*. *syringae* pv. *maculicola* ES4326. These overlapping DEGs were further characterized to obtain potential functional clues that indicate how *V*. *vulnificus* modulates *Arabidopsis*.

In this study, we first asked how *V*. *vulnificus* could survive in plants and develop pathogenicity and virulence against plants under natural conditions. To maintain the pathogenicity and virulence of *V*. *vulnificus* in *Arabidopsis*, we artificially maintained the bacterial colonies under favorable conditions on LB agar medium containing 2% sodium chloride, with salinity ranging from 15 to 25 parts per thousand [26,27]. To inoculate and infiltrate plants, bacterial colonies were resuspended in 10% PBS, thus supplying additional NaCl. The resuspended bacterial colonies were subsequently infiltrated into the apoplast, which is the space between the plasma membrane and cell wall, to enable easy penetration into the plant cell by avoiding the cell wall. The results showed typical disease symptoms on *Arabidopsis* leaves both *in vitro* and *in planta*, accompanied by an increase in the population density of *V*. *vulnificus* in infected plants (Fig 1B). These results indicate that *V*. *vulnificus* acts normally in the plant host under favorable conditions.

To complete its life cycle under unfavorable conditions, *V*. *vulnificus* must overcome the immune response of the human body [28]. The plant cell apoplast represents a favorable habitat for pathogens, as it mediates the transport of water and solutes between tissues or organs and provides a carbon dioxide (CO_2_)-rich environment [29]. *V*. *vulnificus* uptakes nutrients and converts amino acids to amines and CO_2_ under acidic conditions [28,30]. The apoplast undergoes acidification in plant roots, coleoptiles, internodes and leaves [29]. Intriguingly, in this study, parameters such as acidification, salinity and CO_2_ levels of the plant apoplast were appropriate for facilitating the infection of *Arabidopsis* plants by *V*. *vulnificus*.

Next, it is important to explain how plants respond to the infection by *V*. *vulnificus*. The notion that *V*. *vulnificus* acts as a plant pathogen is based on the hypothesis that plants have evolved an elaborate immune system that activates defense pathways in response to *V*. *vulnificus* infection. The first line of plant defense is the activation of PRRs localized in the plasma membrane upon the recognition of PAMPs/MAMPs [31]. To investigate whether the common PAMP receptors FLS2 and EFR1in *Arabidopsis* are involved in the perception of flagellin and elongation factor, respectively, and thus in the activation of the plant defense response, we quantified the population density of *V*. *vulnificus* in wild-type and PAMP receptor mutant plants of *Arabidopsis*. The bacterial population density was 10-fold higher in the mutants than in wild-type plants (Fig 3C). These results indicate that the human pathogen *V*. *vulnificus* is recognized by plant receptors and acts as a pathogen in *Arabidopsis* under favorable conditions.

The plant hormones SA, JA and ET play a pivotal role in plant defense against pathogens. Biotrophic pathogens that activate programmed cell death in plants are dependent on SA signal transduction, whereas necrotrophic pathogens rely on JA and ET signaling pathways [32]. 

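Of the 144 genes of S6 Table, 26 were up at least 2-fold at all 4 time points and 11 were down at least 2-fold at all 4, from the means of 2 replicates. When all 4 pairings of a replicate with a 0 h replicate had to be up at least 2-fold at each time point, 20 genes remained.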

In agreement with the above notion, genes involved in SA, JA and ET signaling pathways were highly up-regulated in *V*. *vulnificus*-infiltrated plants at all time points (Fig 3A and 3B and Fig 4). This suggests that *V*. *vulnificus* modulates plant defense-related hormone signaling pathways. This phenomenon was confirmed by genetic analyses of *Arabidopsis jar1* and *etr1* mutants showing that the bacterial population density was higher in these mutants than in the wild type (Col-0; Fig 3D). Thus, gene expression analysis and genetic analyses indicate that *V*. *vulnificus* modulates plant defense response through JA- and ET-dependent signaling pathways.

In conclusion, *V*. *vulnificus* clearly produced disease symptoms in *Arabidopsis* leaves both *in vitro* and *in planta* under artificial and favorable conditions. We propose that *V*. *vulnificus* infects plants by activating common PRRs and regulates defense-related gene expression and plant defense responses (Fig 5). Our results revealed several intriguing aspects of how *V*. *vulnificus* to regulate *Arabidopsis* under favorable conditions. Here, we describe for the first time the possible mechanism of infection of *Arabidopsis* by *V*. *vulnificus*, thus expanding the current knowledge on the pathogenicity of *V*. *vulnificus*. If we verify the communication between *V*. *vulnificus* and *A*. *thaliana* under natural conditions in further investigation it should prompt public health officials to pay more attention to the contamination of fresh vegetables and crops by *V*. *vulnificus*, which may be as important as infection with *Salmonella* and *E*. *coli* O157. In addition, the evidence provided in this study contributes to the screening and elucidation of virulence factors of *V*. *vulnificus* alternatively using plant systems, which can ultimately be used to eradicate animal and human diseases caused by *V*. *vulnificus*. Taken together, our results reveal a new paradigm that a human pathogenic marine bacterium modulates defense responses in *Arabidopsis* under artificial and favorable conditions.

**Fig 5:**
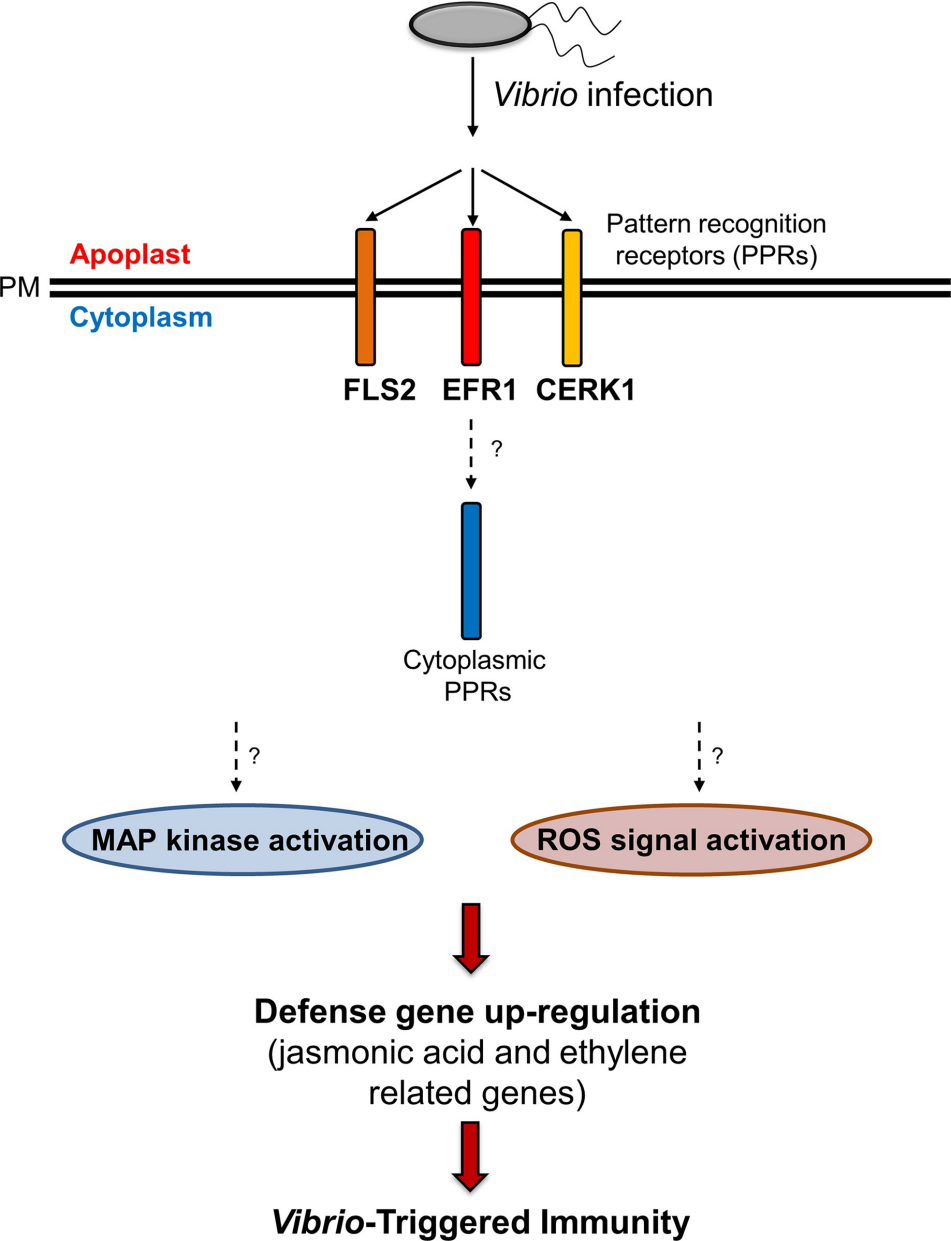
Schematic representation of the model showing the *Arabidopsis* and *V*. *vulnificus* interaction. Infection by *V*. *vulnificus* is perceived by common plant pattern recognition receptors (PRRs) such as FLS2 and EFR1, and this signal may be transferred to the intracellular PRRs. In the plant cell, *V*. *vulnificus* infection activates the MAP kinase signaling cascade and reactive oxygen species (ROS). This up-regulates the expression of defense-related genes, resulting in the elicitation of *V*. *vulnificus*-triggered immunity. PM: plasma membrane.

## Supporting information

S1 Fig Scatterplot matrices of RNA-sequencing data in 10 *Arabidopsis* samples. Scatter plots with Lowess line between all pairs of samples were illustrated at the left lower boxes. Correlation coefficients between samples were described in the right upper boxes. Each box located at diagonal line displayed sample ID. ARTH, *Arabidopsis thaliana*.
(TIF) Click here for additional data file.

S2 Fig Gene Ontology (GO) analysis of differentially expressed genes (DEGs) after *V. vulnificus* 96-11-17M inoculation. GO categories were assigned for DEGs from *Arabidopsis* at 12, 24, 48 and 72 h after *V. vulnificus* 96-11-17M infiltration compared to the control (0 h) using DAVID software.
(TIF) Click here for additional data file.

S1 Table Primer list used in this study. (DOCX) Click here for additional data file.

S2 Table Top 20 genes of DEGs at 12 h after *V. vulnificus* 96-11-17M infiltration. (DOCX) Click here for additional data file.

S3 Table Top 20 genes of DEGs at 24 h after *V. vulnificus* 96-11-17M infiltration. (DOCX) Click here for additional data file.

S4 Table Top 20 genes of DEGs at 48 h after *V. vulnificus* 96-11-17M infiltration. (DOCX) Click here for additional data file.

S5 Table Top 20 genes of DEGs at 72 h after *V. vulnificus* 96-11-17M infiltration. (DOCX) Click here for additional data file.

S6 Table Expression of defense-related genes. (DOCX) Click here for additional data file.

S7 Table Overlapped DEGs between *P. syringae* and *V. vulnificus* 96-11-17M infiltration. (DOCX) Click here for additional data file.

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S1 Table

**S1Table.** Primer list used in this study.

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S2 Table

**S2Table.** Top 20 genes of DEGs at 12 h after *V. vulnificus* 96-11-17M infiltration.

| **Gene Symbol** | **0h-1** | **0h-2** | **12h-1** | **12h-2** | **Fold change**  **(log_2_ ratio, 12h/0h)** |
| --- | --- | --- | --- | --- | --- |
| AT4G12500 | 2.637 | 2.022 | 10.745 | 11.063 | 8.575 |
| AZI1 | 3.383 | 2.284 | 10.915 | 11.188 | 8.218 |
| pEARLI 1 | 3.736 | 2.942 | 11.228 | 11.485 | 8.017 |
| AT4G12490 | 4.435 | 3.905 | 11.981 | 12.337 | 7.989 |
| AT2G39518 | 0.721 | 1.425 | 8.783 | 8.951 | 7.795 |
| AT4G22470 | 1.820 | 1.490 | 9.438 | 9.371 | 7.750 |
| AT1G53540 | 0.178 | 0.456 | 7.906 | 7.903 | 7.588 |
| AT2G43620 | 2.837 | 3.568 | 10.580 | 10.995 | 7.585 |
| AT3G18250 | 1.960 | 1.048 | 8.913 | 9.117 | 7.511 |
| AT2G45220 | 1.203 | 0.620 | 8.473 | 8.228 | 7.439 |
| AT2G10940 | 10.803 | 10.514 | 4.145 | 5.025 | -6.073 |
| AT1G15825 | 7.365 | 7.060 | 1.069 | 1.046 | -6.155 |
| LHCB4.2 | 13.009 | 12.394 | 6.475 | 6.587 | -6.171 |
| CAB3 | 12.481 | 11.926 | 5.160 | 5.900 | -6.673 |
| LHCB3 | 12.850 | 12.455 | 5.791 | 6.020 | -6.747 |
| CAB2 | 13.260 | 12.784 | 6.073 | 6.368 | -6.802 |
| LHCB2.1 | 12.624 | 12.418 | 5.241 | 5.753 | -7.024 |
| AT1G32900 | 8.511 | 9.314 | 1.699 | 1.693 | -7.216 |
| LHCB2.2 | 12.029 | 11.847 | 4.020 | 4.378 | -7.739 |
| LHCB2.3 | 10.424 | 9.688 | 2.026 | 2.017 | -8.034 |
| 1. The red and green colors indicated the up- and down-regulation, respectively.  2. Ten up-regulated and 10 down-regulated genes were listed. | | | | | |

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S3 Table

**S3 Table.** Top 20 genes of DEGs at 24 h after *V. vulnificus* 96-11-17M infiltration.

| **Gene Symbol** | **0h-1** | **0h-2** | **24h-1** | **24h-2** | **Fold change**  **(log_2_ ratio, 24h/0h)** |
| --- | --- | --- | --- | --- | --- |
| AT2G01021 | 0.000 | 0.000 | 16.035 | 15.356 | 15.696 |
| AT4G12490 | 4.435 | 3.905 | 12.885 | 12.831 | 8.688 |
| AT4G12500 | 2.637 | 2.022 | 10.905 | 10.860 | 8.553 |
| pEARLI 1 | 3.736 | 2.942 | 11.269 | 11.315 | 7.953 |
| AT5G43580 | 1.187 | 0.250 | 8.435 | 8.866 | 7.932 |
| AZI1 | 3.383 | 2.284 | 10.743 | 10.637 | 7.857 |
| AT5G44575 | 2.589 | 1.477 | 9.934 | 9.723 | 7.795 |
| AT4G22470 | 1.820 | 1.490 | 9.627 | 9.267 | 7.792 |
| EXT4 | 4.807 | 3.753 | 12.023 | 11.940 | 7.701 |
| AT2G45220 | 1.203 | 0.620 | 8.599 | 8.477 | 7.626 |
| AT1G04800 | 5.779 | 5.537 | 1.282 | 1.648 | -4.193 |
| AT5G22920 | 7.468 | 6.237 | 2.405 | 2.901 | -4.200 |
| BZIP61 | 5.161 | 4.720 | 0.668 | 0.737 | -4.238 |
| AT3G62950 | 6.614 | 6.493 | 2.221 | 2.330 | -4.278 |
| AT1G29670 | 8.265 | 8.307 | 3.866 | 4.055 | -4.326 |
| AT3G06070 | 9.734 | 9.412 | 4.758 | 5.023 | -4.682 |
| AT5G28630 | 7.267 | 6.580 | 2.211 | 2.207 | -4.714 |
| EXPA16 | 5.347 | 5.508 | 0.451 | 0.610 | -4.897 |
| BXL2 | 6.933 | 4.790 | 0.674 | 0.887 | -5.081 |
| AT1G72416 | 9.284 | 7.732 | 3.589 | 3.245 | -5.091 |
| 1. The red and green colors indicated the up- and down-regulation, respectively.  2. Ten up-regulated and 10 down-regulated genes were listed. | | | | | |

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S4 Table

**S4 Table.** Top 20 genes of DEGs at 48 h after *V. vulnificus* 96-11-17M infiltrarion.

| **Gene Symbol** | **0h-1** | **0h-2** | **48h-1** | **48h-2** | **Fold change**  **(log_2_ ratio, 48h/0h)** |
| --- | --- | --- | --- | --- | --- |
| AT4G12490 | 4.435 | 3.905 | 14.270 | 14.428 | 10.179 |
| PR1 | 1.747 | 2.452 | 11.963 | 11.834 | 9.799 |
| AT4G12500 | 2.637 | 2.022 | 11.561 | 11.616 | 9.260 |
| pEARLI 1 | 3.736 | 2.942 | 12.446 | 12.413 | 9.090 |
| AT3G18250 | 1.960 | 1.048 | 10.374 | 10.006 | 8.686 |
| AZI1 | 3.383 | 2.284 | 10.751 | 10.812 | 7.948 |
| EXT4 | 4.807 | 3.753 | 12.308 | 11.801 | 7.774 |
| TI1 | 3.940 | 3.376 | 11.340 | 11.260 | 7.642 |
| KTI1 | 1.176 | 0.782 | 8.390 | 8.489 | 7.461 |
| AT5G44575 | 2.589 | 1.477 | 9.562 | 9.395 | 7.445 |
| AT3G06070 | 9.734 | 9.412 | 4.644 | 4.299 | -5.102 |
| AT4G21870 | 8.755 | 7.369 | 3.026 | 2.594 | -5.252 |
| BETA-OHASE 2 | 6.308 | 7.206 | 1.394 | 1.522 | -5.299 |
| EXPA16 | 5.347 | 5.508 | 0.000 | 0.095 | -5.380 |
| AT1G32900 | 8.511 | 9.314 | 3.554 | 3.038 | -5.617 |
| AT5G28630 | 7.267 | 6.580 | 1.151 | 1.279 | -5.708 |
| AT1G21910 | 9.178 | 8.077 | 2.934 | 2.603 | -5.858 |
| PHI-1 | 8.874 | 8.114 | 2.567 | 2.203 | -6.109 |
| EXO | 8.151 | 8.386 | 1.999 | 2.135 | -6.201 |
| LHY | 7.580 | 7.608 | 1.041 | 1.016 | -6.566 |
| 1. The red and green colors indicated the up- and down-regulation, respectively.  2. Ten up-regulated and 10 down-regulated genes were listed. | | | | | |

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S5 Table

**S5 Table.** Top 20 genes of DEGs at 72 h after *V. vulnificus* 96-11-17M infiltrarion.

| **Gene Symbol** | **0h-1** | **0h-2** | **72h-1** | **72h-2** | **Fold change**  **(log_2_ ratio, 72h/0h)** |
| --- | --- | --- | --- | --- | --- |
| PR1 | 1.747 | 2.452 | 11.941 | 12.015 | 9.879 |
| MT1A | 0.000 | 0.000 | 8.816 | 10.026 | 9.421 |
| AT4G12490 | 4.435 | 3.905 | 13.141 | 13.401 | 9.101 |
| AT4G12500 | 2.637 | 2.022 | 10.294 | 10.468 | 8.051 |
| KTI1 | 1.176 | 0.782 | 8.946 | 8.931 | 7.960 |
| pEARLI 1 | 3.736 | 2.942 | 11.084 | 11.154 | 7.780 |
| AT3G18250 | 1.960 | 1.048 | 9.075 | 9.411 | 7.739 |
| TI1 | 3.940 | 3.376 | 10.900 | 11.056 | 7.320 |
| EXT4 | 4.807 | 3.753 | 11.441 | 11.705 | 7.293 |
| AT5G43580 | 1.187 | 0.250 | 7.691 | 8.157 | 7.206 |
| AT1G04800 | 5.779 | 5.537 | 1.208 | 1.525 | -4.291 |
| AT5G22580 | 8.095 | 7.735 | 3.278 | 3.808 | -4.372 |
| STP1 | 10.054 | 9.861 | 5.266 | 5.847 | -4.401 |
| AT4G21870 | 8.755 | 7.369 | 3.264 | 3.631 | -4.614 |
| BXL2 | 6.933 | 4.790 | 0.981 | 1.332 | -4.705 |
| AT3G44260 | 9.787 | 7.636 | 4.034 | 3.802 | -4.794 |
| AT1G72416 | 9.284 | 7.732 | 3.572 | 3.752 | -4.846 |
| EXPA16 | 5.347 | 5.508 | 0.345 | 0.777 | -4.867 |
| AT3G06070 | 9.734 | 9.412 | 4.431 | 4.880 | -4.918 |
| AT5G28630 | 7.267 | 6.580 | 0.998 | 1.237 | -5.805 |
| 1. The red and green colors indicated the up- and down-regulation, respectively.  2. Ten up-regulated and 10 down-regulated genes were listed. | | | | | |

# Supplementary material for: The transcriptome analysis of the Arabidopsis thaliana in response to the Vibrio vulnificus by RNA-sequencing
**Source:** PLoS One. 2019 Dec 16;14(12):e0225976. doi: 10.1371/journal.pone.0225976
**Supplement:** S6 Table

**S6Table.** Expression of defense-related genes.

How the deposited data were processed for this re-analysis (not part of the article)

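Gene expression was measured by RNA-Seq in *Arabidopsis* leaves infiltrated with *V. vulnificus* 96-11-17M at 0, 12, 24, 48 and 72 h, with 2 replicates per time point. As the paper's methods state, the authors mapped the reads to the TAIR10 genome with Tophat2 and calculated FPKM. The authors deposited FPKM values of 26988 genes per sample, which were neither quantile-normalized nor log-transformed. The tool that made the FPKM values is not named in the paper's text. The *P. syringae* data, the qRT-PCR data and the bacterial population densities were not analysed here.

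The 10 samples were quantile-normalized together with normalizeQuantiles of limma 3.58.1 in R 4.3.3 and transformed as log2(value + 1). A gene was counted as changed at least 2-fold where the mean log2 values of the 2 replicates differed from the 0 h mean by at least 1. Each time point was also tested against 0 h with limma over all 5 groups, without a trend, with 5 residual and 0.46 prior degrees of freedom and Benjamini-Hochberg adjustment over all genes of a time point. The genes of S6 Table were compared with other genes by Fisher's exact test, adjusted over 8 tests. Genes with an SD of at least 0.7 were clustered by complete linkage on the centered correlation after median-centering across genes and samples. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

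The genes named are those that the paper's text and figures name as RNA-Seq results, apart from *CYP71* and *LRR*. Not every gene of S2–S5 Tables is named. For each time point, the 3 largest rises and the 3 largest falls are also named, among genes with an adjusted p under 0.05 in limma. These genes also had to change at least 2-fold in the same direction in all 4 pairings of a replicate with a 0 h replicate. Clock genes and reference genes are also named after the paper, from lists written before these genes were tested. Positions are from the TAIR10.1 annotation.

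The alternatives were no quantile normalization, quantile normalization after the log2 transformation, a pseudocount of 0.1, only the 17930 genes with at least 1 FPKM in 2 samples, all 4 pairings, the replicate number as a block, an intensity trend, a fit over only the 2 groups compared, Spearman's rank correlation, average linkage, an SD over the 5 time-point means, and each replicate left out in turn. Median-centering after the SD selection and the blocked fit with the 72 h numbers crossed were chosen after seeing the data.

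The limma fit was tested on simulated data, where it recovered 84% of 200 changed genes. These genes were not low at 0 h, and the simulation left out quantile normalization. Relative depth, read from values under 1.5 FPKM, was tested on 5 simulated samples and came within 0.31% of the true ratio. It ranged from 0.97 to 1.75 against 0 h replicate 1. Absolute depth is unknown, so no counting error was computed. With 2 replicates per time point, a difference between them does not show which one deviates. Each replicate was left out in turn, and the r of the 48 h replicates was compared with that to other samples. Counts over other splits of the samples were not made.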

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

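The test for a mislabelled 48 h sample was chosen after the result was seen, and the test of the clock genes at 48 h was set before the data were examined for these genes. Clock genes that the tables of the paper do not list changed at 48 h against 0 h, which drew attention because these genes are outside those the paper discusses. The log2 fold changes at 48 h, each with an adjusted p under 0.05 in limma (Benjamini-Hochberg) and from 2 replicates, were -4.77 for *CCA1*, -3.69 for AT3G09600 (*RVE8*), 2.63 for *TOC1*, 3.64 for *PCL1* (*LUX*), 5.71 for *PRR5* and 5.06 for *PRR3*. In the morning-phased class, *PRR9* changed by -0.01 and *PRR7* by 0.62.

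A candidate explanation is that the 48 h leaves were collected at another clock phase than the 0 h leaves. For a shift from morning towards evening, the prediction was that morning-phased genes would fall and evening-phased genes would rise. Of the 8 genes tested, 6 moved in that direction with an adjusted p under 0.05 in limma and at least 2-fold, *PRR9* did not change detectably and *PRR7* moved the other way. The classes do not give the hour at which each gene peaks, so *PRR9* and *PRR7* do not by themselves argue against a shift. The 6 are the genes flagged above, so their count is not evidence apart from those values. The profile at 12 h was similar for these 6 genes and the values at 24 and 72 h were closer to 0. At 12, 24, 48 and 72 h, the log2 fold change was -3.60, -1.08, -4.77 and -1.43 for *CCA1*, and -3.22, -0.35, -3.69 and -0.98 for AT3G09600. It was 2.10, 0.18, 2.63 and -0.23 for *TOC1*, 2.18, 0.63, 3.64 and -0.21 for *PCL1*, 3.55, 2.72, 5.71 and 2.22 for *PRR5*, and 2.56, 0.76, 5.06 and 0.38 for *PRR3*. Other clock genes differed between 12 h and 48 h, since *PRR7* was -2.84 at 12 h and 0.62 at 48 h, and *GI* was -0.70 and 3.70. At 24 and 72 h, *PRR9* was 1.64 and 2.05, *GI* was 1.79 and 2.27, and *PRR7* was -0.14 and 0.38. The 24 and 72 h values were therefore not near the 0 h level for every clock gene. These values at other time points were looked at after the test at 48 h, and whether 12 h and 48 h share a clock phase was not tested. Mock-infiltrated leaves were not analysed here, so a response of the clock to infiltration cannot be told apart from a difference in phase. The 2 replicates at 48 h had an r of 0.9946 with each other and at most 0.979 with a sample of another time point. That r bears on a single exchanged sample but not on an exchange of both, so mislabelling of the pair cannot be excluded by it.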

How the results depend on the processing

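Apart from median-centering after the SD selection and the crossed 72 h numbers, which were chosen after seeing the data, the alternatives were set before the data were examined. A pseudocount of 0.1 gave 6225 genes changed at least 2-fold at 24 h and 5940 at 72 h, and 6938 genes with an SD of at least 0.7. Required in all 4 pairings, the numbers were 2731 at 24 h and 2449 at 72 h. A limma fit over only the 2 groups compared gave 3712 genes at 12 h, 2156 at 24 h, 2955 at 48 h and 1758 at 72 h, against 5082, 3779, 4515 and 3373 in the fit over all 5 groups. The cause was not tested. With the replicate number as a replicate block, limma gave 5033, 3712, 4456 and 3297 genes at 12, 24, 48 and 72 h, and 3314 at 72 h with the numbers crossed. With 1 replicate left out at a time, the number of genes changed at least 2-fold ranged from 5349 to 5599 at 12 h, 3996 to 4499 at 24 h, 4797 to 5001 at 48 h and 3713 to 3995 at 72 h, and the number with an SD of at least 0.7 from 3108 to 3966.

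Spearman's rank correlation gave a median of 0.988 between replicates, and genes of at least 1 FPKM in 2 samples a median r of 0.908 between time points. The sizes of the clusters of 257, 455, 1402 and 1597 genes changed most. The matched clusters held 1228 genes for the first and 549 for the third without quantile normalization, and 469, 798 and 687 for the first to the third with quantile normalization after log2. They held 749, 2512 and 2447 with a pseudocount of 0.1, 1475, 281 and 518 with the FPKM filter, and 71 and 4 for the first and the second with average linkage. With median-centering after the SD selection, the first, the second and the fourth held 654, 954 and 949 genes. The cause was not tested.

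The odds ratio of S6 Table genes among genes down at 12 h was 0.9997 with a pseudocount of 0.1 (adjusted p = 1, Fisher's exact test), against 1.33 (adjusted p = 0.21, Fisher's exact test), and neither differed detectably from 1. At 48 h, it was 1.29 with that pseudocount (adjusted p = 0.29, Fisher's exact test) and 1.57 with the FPKM filter (adjusted p = 0.059, Fisher's exact test), no longer past 0.05. *PRR9* at 48 h changed by 0.033 without quantile normalization, against -0.013 with it. Among the other values for single genes, 4 were past the threshold only under an alternative, and 9 of the lowest or highest values with 1 replicate left out moved by more than the spread between replicates. The cause was not tested.

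The deposited values hold no counts, so counting error could not be separated from the spread between 2 replicates, and changes of genes with low values are limited by the pseudocount.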

Differences from the paper's values

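The alternatives were set before the data were examined, except median-centering after the SD selection. Both orders of median-centering had been seen before the main order was chosen. The rule for when a value differs was adjusted after a first look at the values, so that the replicate SD is taken within each setting and is at least 1 rounding step of the paper's value. The share of S7 Table genes changed at the other time point was also chosen after seeing the data. The paper gives an overlap of approximately 80% between its 24 h and 48 h lists of shared DEGs, and the lists of S7 Table have 50.6% of the 324 genes at 24 h in common. None of the alternatives set before the data were examined applies to this count, which rests on the lists alone. Counted another way, chosen after seeing the values, 78.7% of the genes on the 24 h list were also changed at least 2-fold in the listed direction at 48 h, and 68.4% of the genes on the 48 h list at 24 h.

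The cluster highest at 48 h held 257 genes, against about 780 in Fig. 2B, read by eye. The matched cluster held 749 genes with a pseudocount of 0.1, and 654 with median-centering after the SD selection, which was chosen after seeing the values. Neither is a cluster highest at 48 h, since the mean of the first was highest at 12 h (1.52, against 0.40 at 48 h) and that of the second at 72 h (0.66, against 0.23 at 48 h), so only the sizes come near. The other alternatives did not close the gap. The cluster highest at 12 h held 455 genes, against about 1200 in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap for the matched cluster. Median-centering after the SD selection, which was chosen after seeing the values, gave 954. That cluster lay at 0.51 at 0 h, 0.67 at 12 h and -0.17 at 24 h, so only the size comes near. Without quantile normalization, the cluster matched to the one highest at 48 h held 1228 genes. Its own mean was highest at 12 h (0.70, against 0.15 at 24 h and 0.54 at 48 h).

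Several log2 fold changes differed from the paper's by more than the larger of the SD between replicates and 1 rounding step. For AT2G01021, *LHY* and *ACS7* this SD is small or 0, and the gap is smaller than the standard error from limma (6.48, 0.11 and 0.24). At 12 h, the value was 9.46 for AT4G12500 against the paper's 8.575, 9.13 for *AZI1* against the paper's 8.218, 8.88 for *pEARLI 1* against the paper's 8.017, 7.69 for *ELI3-2* against the paper's 7.200, 6.14 for *GSTF6* against the paper's 5.369 and -7.08 for *LHCB2.2* against the paper's -7.739. At 24 h, it was 15.15 for AT2G01021 against the paper's 15.696. At 48 h, it was 10.98 for AT4G12490 against the paper's 10.179, 6.89 for *CCR2* against the paper's 6.99 and -6.52 for *LHY* against the paper's -6.566. At 72 h, it was 1.60 for *ACS7* against the paper's 1.693. Without quantile normalization, all of these gaps closed, with 8.57, 8.22, 8.02, 7.20, 5.34, -7.74, 15.70, 10.18, 6.99, -6.57 and 1.69 in the same order. Quantile normalization after log2 and a pseudocount of 0.1 closed none of them. The FPKM filter and the replicate block leave these differences between means as they are, so they could not close them. The numbers of genes in Table 1 are also the ones obtained without quantile normalization, 5360, 4204, 4916 and 3741, against 5390, 4100, 4840 and 3680 with it. In S6 Table, the 4 log ratios match log2(FPKM + 1) as deposited in 128 of 206 rows, and 27 symbols have more than 1 set.

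The paper describes 1 cluster lower than the control at all later time points and another lower until 48 h. With a pseudocount of 1, which the paper's text does not state, 1 of the 4 clusters was highest at 0 h (1597 genes), and the cluster of 1402 genes was lowest at 0 h. With a pseudocount of 0.1, set before the data were examined, 2 clusters were highest at 0 h. The first (2512 genes) had means of 1.34, 0.11, -0.09, -0.33 and -0.42 at 0, 12, 24, 48 and 72 h. The other (1230 genes) had 0.67, -0.66, 0.20, -0.67 and 0.26. A pseudocount of 0.1 selected 6938 genes, against 3711 in the paper and with a pseudocount of 1. These numbers argue against 0.1 as the pseudocount behind the paper's clusters. *TI1*, *KTI1* and *PRXCB*, which the paper places in the cluster specific for 48 h, clustered with the genes up at all later time points. So did *AZI1*, *FRK1*, *JRG21* and *CRK13*, which the paper places in the cluster up at 12 and 24 h. *CCR2* fell in the cluster highest at 48 h. *KTI1* was highest at 72 h with a log2 fold change of 7.84. The paper states that genes of SA, JA and ET signaling were highly up-regulated at all time points. Of the 33 ET genes of S6 Table, 3 were up and 6 down at least 2-fold at 12 h, and 3 up and 7 down at 72 h. These are genes of ET synthesis and signaling without a response class, so they leave open how ET response genes changed. More of the SA genes (15 up and 5 down at 12 h) and of the JA genes (30 up and 12 down at 12 h) were up than down at each time point, and the ET genes *ACS2* and *ACS7* of Fig 3A were up at all 4 time points. At 72 h, the paper ranks *PR1* above AT4G12490, and the rises were 9.69 and 9.84. At 24 h, it ranks AT1G72416 below *BXL2*, and the values were -4.97 and -5.06. Both orders were the paper's without quantile normalization. Of the 10 rises listed for 12 h in S2 Table, 8 were among the 10 largest with quantile normalization and 9 without it.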

Other observations

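The tests for the length of genes listed at 0 and of the reference genes without quantile normalization were chosen after the results were seen, as were the counts of genes that separate pairs of time points. The other tests in this part were set before the data were examined for them. Across 17930 genes, the 12 h minus 24 h difference and the 48 h minus 72 h difference, which share no sample, had a Pearson r of 0.578 (genes are not independent replicates), and 0.579 without quantile normalization. At least 2-fold, 349 genes separated 12 h and 48 h from 24 h and 72 h, 312 separated 12 h and 24 h from 48 h and 72 h, and 12 separated 12 h and 72 h from 24 h and 48 h. The r is not changed by a shift common to all genes of a sample, and the values without quantile normalization are still scaled to the reads of the sample, so a normalization shift cannot be excluded by it. A component shared by 12 h and 48 h, such as clock phase or a processing batch, is a candidate explanation. The rule set in advance took an r above 0.3 as a sign of such a component, and the value met it. After the value was seen, the r was taken as undecided, because a response that fades steadily with time gives a positive r as well. Such a fade does not give the 349 genes that separate 12 h and 48 h from 24 h and 72 h. Clock phase and a processing batch cannot be told apart from these values.

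*ACT2*, to which the paper normalized its qRT-PCR values, was listed at 688.0 and 647.7 FPKM at 0 h and between 224.7 and 304.7 FPKM at the later time points. Its log2 fold change was -0.99, -1.16, -1.40 and -0.96 at 12, 24, 48 and 72 h, with an adjusted p of 0.00062 or less in limma (Benjamini-Hochberg). The median log2 fold change of 6 other reference genes over the 4 time points was 0.061, but quantile normalization removes a shift of the whole sample beforehand. Without quantile normalization, the median was -0.0098, and *ACT2* changed by -1.28, -1.32, -1.56 and -1.14. That median goes against a shift common to all genes in the deposited values. Those values are already scaled to the reads of the sample, so a shift removed by that scaling would not be seen. *UBQ10* changed by 1.04 at 12 h with quantile normalization and by -0.43 without it, and by -0.60, -0.61 and -0.62 at 24, 48 and 72 h without it, so a shift limited to some genes cannot be excluded. Without quantile normalization, the 6 other reference genes lay between -0.62 and 0.39 over the 4 time points. *ACT2* fell further than each of them at every time point, with and without quantile normalization. That infiltration caused the fall of *ACT2* is a hypothesis, and whether the fall affected the qRT-PCR values was not tested.

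More genes changed at least 2-fold at 12 h than at the other time points, and relative depth was also greatest at 12 h. Among the 11817 genes with at least 10 FPKM in 2 samples, 3936 changed at least 2-fold at 12 h, against 2940 at 24 h, 3403 at 48 h and 2566 at 72 h, so greater depth is unlikely to account for the order. The plants grew under a cycle of light and dark. By the sampling times, 12 h differs from 0 h in time of day, whereas 24, 48 and 72 h do not. Whether time of day accounts for the larger number at 12 h was not tested.

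In 19 genes, 1 replicate of a time point was listed at 0 and the other above 50 FPKM. AT2G01021 (102 bp) was listed at 77016 and 0 FPKM at 12 h. The median length of the 17 of these genes with a length in the annotation was 141 bp, against 1972 bp for genes of similar expression, and none of 10000 random sets had a median as low. Failed estimates for short genes are a candidate explanation, so a value of 0 for such a gene need not mean that it was not expressed.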
